# Inhibition of cGAS-Mediated Interferon Response Facilitates Transgene Expression

**DOI:** 10.1016/j.isci.2020.101026

**Published:** 2020-03-31

**Authors:** Yajuan Fu, Yijun Fang, Zhang Lin, Lei Yang, Liqun Zheng, Hao Hu, Tingting Yu, Baoting Huang, Suxing Chen, Hanze Wang, Shan Xu, Wei Bao, Qi Chen, Lijun Sun

**Keywords:** Biological Sciences, Molecular Biology, Molecular Mechanism of Gene Regulation

## Abstract

DNA transfection is often the bottleneck of research and gene therapy practices. To explore the mechanism regulating transgene expression, we investigated the role of the cGAS-STING signaling pathway, which induces type-I interferons in response to DNA. We confirmed that deletion of cGAS enhances transgene expression at the protein level by ~2- to 3-fold. This enhancement is inversely correlated with the expression of interferons and interferon stimulated genes (ISGs), which suppress expression of transfected genes at the mRNA level. Mechanistically, DNA transfection activates the cGAS-STING pathway and induces the expression of the OAS family proteins, leading to the activation of RNaseL and degradation of mRNA derived from transgenes. Administration of chemical inhibitors that block cGAS-mediated signaling cascades improves the expression of transgenes by ~1.5- to 3-fold in multiple cell lines and primary cells, including T cells. These data suggest that targeting the cGAS-STING pathway can improve transgene expression, and this strategy may be applied to gene therapy.

## Highlights

• cGAS-STING pathway suppresses transgene expression from DNA vectors
• Interferon-mediated mobilization of OAS-RNaseL system degrades plasmid-derived mRNA
• Inhibitors of cGAS-STING-IFN-ISG axis enhance gene expression in primary cells

## Introduction

DNA transfection is a common approach to deliver the genes of interest into cells (Kim and Eberwine, 2010) and has been widely used in the study of gene function, producing recombinant proteins including monoclonal antibodies for therapeutic purpose (Jager et al., 2013, Wurm, 2004), and treatment of genetic diseases (Cavazzana-Calvo et al., 2000). Transfection efficiency is critical to achieve a sufficient level of transgene expression in host cells. However, in many cell types, particularly primary cells, transfection efficiency is low (Zhang et al., 2009). A variety of transfection methods have been developed, including DEAE-dextran, branched polyethylenimine (PEI) (Fischer et al., 1999), calcium phosphate coprecipitation, cationic lipid vehicles (such as Lipofectamine), electroporation (Chu et al., 1987), or nucleofection (Kim and Eberwine, 2010, Lai et al., 2003, Niidome and Huang, 2002). All of these methods are focused on improving the delivery of foreign DNA into target cells. However, very little is known regarding what may affect transgene expression within the cell. Previous studies have suggested that foreign DNA including transfected plasmid may stimulate cellular responses to restrain foreign gene expression within the target cells (Bosnjak et al., 2017, Langereis et al., 2015, Sellins et al., 2005); however, the in-depth mechanisms remain unclear.

Cyclic GMP-AMP synthase (cGAS) was previously identified as a major cytoplasmic DNA sensor (Sun et al., 2013). cGAS is a member of the family of nucleotidyl transferases (NTases). Upon binding to DNA, cGAS can use ATP and GTP as substrates to produce 2′,3′-cyclic GMP-AMP (cGAMP) (Gao et al., 2013, Wu et al., 2012), which acts as a second messenger that binds and activates STING (Cai et al., 2014, Chen et al., 2016). Once activated by cGAMP, STING relocates from the endoplasmic reticulum to the Golgi complex and stimulates TBK1 and IKK kinase complexes (Dobbs et al., 2015), resulting in the phosphorylation and activation of transcription factors IRF3 and NF-κB and leading to the production of type I interferons (IFNs) (Barber, 2011, Hiscott, 2007). Through the activation of the Janus kinase (JAK)-signal transducer and activator of transcription (STAT) pathway (Porritt and Hertzog, 2015), type I interferons induce expression of a large array of immune response genes collectively called interferon stimulated genes (ISGs), which establishes an antiviral state to curb replication of invading microbes such as DNA viruses (Katze et al., 2002). Recognition of DNA by cGAS is sequence independent; therefore, transfected DNA is also able to activate the cGAS-STING pathway (Langereis et al., 2015). However, the effect of activation of cGAS-STING pathway on foreign gene expression remains unclear.

Here, we report a role of cGAS-STING and interferon pathways in regulating expression of exogenous genes. We find that IFN and ISGs induced by transfected DNA through the cGAS pathway severely suppress expression levels of transfected genes. Particularly, mobilization of the OAS-RNaseL system is a key factor in restraining transgene expression. Chemical inhibition of cGAS-mediated IFN responses can significantly improve expression levels of transfected genes in multiple cell lines and in primary cells including T cells. Our study uncovers a mechanism through which cytosolic DNA sensing pathway inhibits gene expression from vector DNA and provides a strategic solution to improve transgene expression in primary cells.

## Results

### Knockout of cGAS Increases the Expression Levels of Transfected Genes

The cGAS-STING signaling pathway is activated by cytosolic DNA including transfected plasmid DNA and leads to production of type I IFNs and ISGs (Cai et al., 2014). To determine whether cGAS-STING-mediated signaling has an effect on the expression of a foreign gene carried by a plasmid, we first generated Cgas-null L929 cells using the CRISPR/Cas9 technology. TA cloning and sequencing data indicated that all three alleles of the cGAS gene were disrupted (Figure S1A); the lack of cGAS protein expression was confirmed by western blot analysis (Figure S1B). Functional assays showed that *Cgas*^*−/−*^ L929 cells were defective in response to DNA transfection but could generate normal levels of IFNβ in response to poly(I:C), a double-stranded RNA analogue that activates RIG-I/Mda5-MAVS pathway (Figure S1C). We then transfected pEGFP-N1 plasmid DNA complexed with Lipofectamine 2000 into wild-type and *Cgas*^-/-^ L929 cells and examined the GFP protein expression by western blot. Knockout of cGAS led to a 2- to 3-fold increase in GFP protein levels 24 h after transfection (Figures 1A and 1B). Consistent with the western blot results, fluorescence microscopy also observed more GFP-positive cells in *Cgas*^*−/−*^ L929 cells than in wild-type (WT) cells after transfection (Figure S1D). The GFP-positive cell population was further quantified by fluorescence-activated cell sorting (FACS) (Figures 1C and 1D); the lack of cGAS in L929 cells led to a >2-fold increase in the population of GFP-positive cells after transfection. A similar effect was also observed in human BJ-5ta cells, wherein the disruption of cGAS gene (Figure S1E) led to an increased percentage of GFP-positive cells in two independent knockout clones after infection with a lentivirus encoding GFP (Figure S1F).

**Figure 1:**
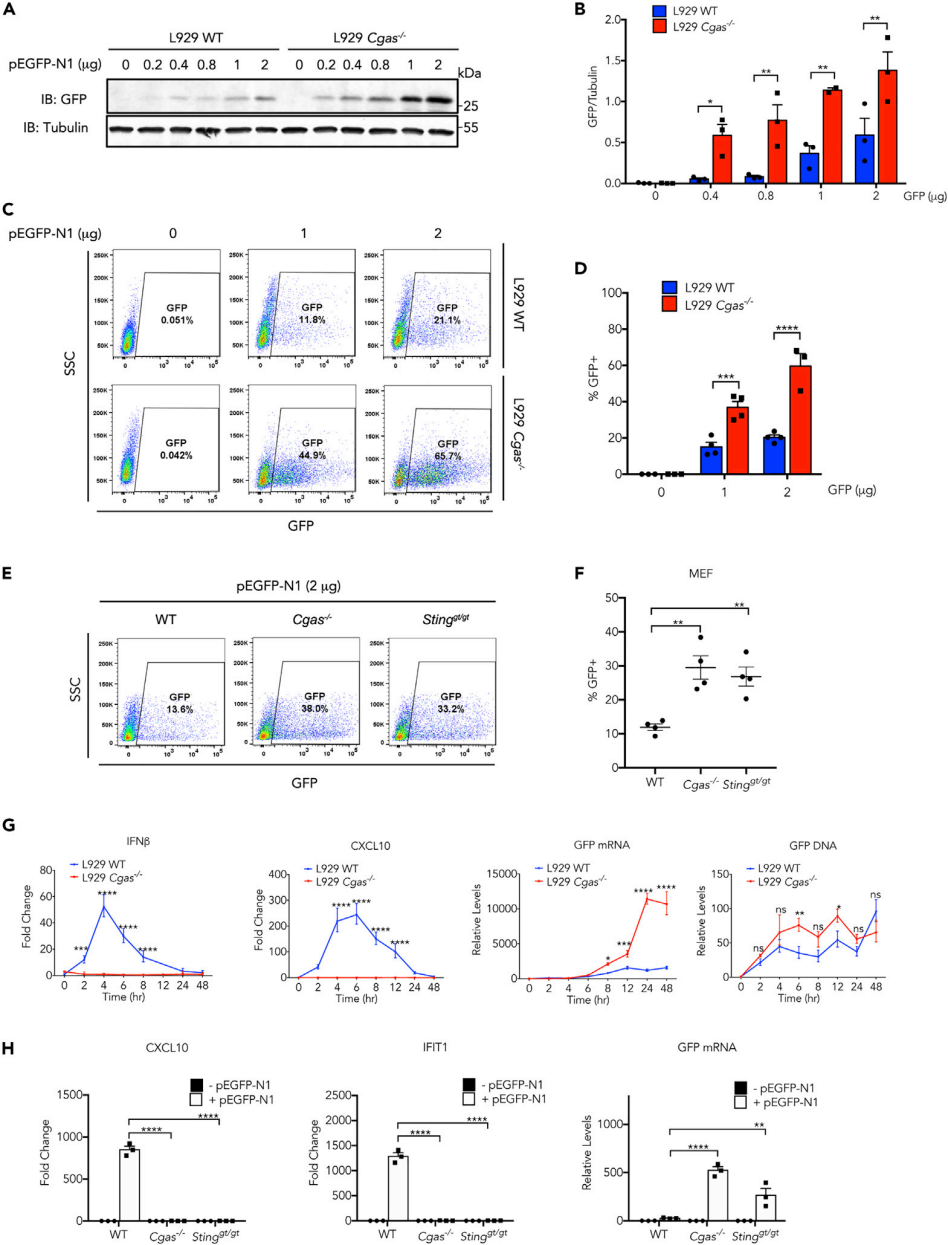
cGAS Inhibits Expression of Transfected Genes (A) pEGFP-N1 plasmid at indicated amount was transfected into wild-type or *Cgas*^*−/−*^ L929 cells. Twenty-four hours later, expression of EGFP protein was detected by western blot analysis. (B) Quantification of intensity of EGFP bands in (A). (C) FACS analysis of GFP-positive cells 24 h after transfection of indicated amount of pEGFP-N1 plasmid into wild-type or *Cgas*^*/−*^ L929 cells. (D) Quantification of GFP-positive cells in (C). (E) FACS analysis of GFP-positive cells 24 h after transfection of pEGFP-N1 plasmid into primary MEFs from wild-type, *Cgas*^*−/−*^, or *Sting*^*gt/gt*^ mice. (F) Quantification of GFP-positive cells in (E). (G) RT-qPCR measurement of RNA levels of IFNβ, CXCL10, and EGFP, and qPCR measurement of levels of EGFP DNA following transfection of pEGFP-N1 into wild-type or *Cgas*^*−/−*^ L929 cells. (H) RT-qPCR quantification of RNA levels of CXCL10, IFIT1, and EGFP following transfection of pEGFP-N1 plasmid into primary MEFs from wild-type, *Cgas*^*−/−*^, or *Sting*^*gt/gt*^ mice. In (B), (D), (G), and (H), data represent mean ± SEM of three independent experiments. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, and ∗∗∗∗p < 0.0001 by two-way ANOVA with Bonferroni's correction. Ns, not significant (significance level, α = 0.05). In (F), Data represent mean ± SEM of >3 independent experiments. ∗∗p < 0.01 by one-way ANOVA versus WT with Dunnett's correction. See also Figures S1 and S2.

We confirmed the negative effect of DNA sensing pathway on transgene expression in primary cells. We prepared murine embryonic fibroblasts (MEFs) from WT, *Cgas*^*−/−*^, and *Sting*^*gt/gt*^ mice and transfected them with the pEGFP-N1 plasmid. Loss of either cGAS or STING led to >2-fold increase in GFP-positive cells as measured by FACS (Figures 1E and 1F).

To rule out that this phenomenon is due to any peculiarity of the plasmid we were using, we transfected a different plasmid, pGL3-Enhancer, which encodes firefly luciferase, into primary lung fibroblasts from wild-type, *Cgas*^*−/−*^, and *Sting*^*gt/gt*^ mice. Luciferase activity was around 1,000-fold higher in *Cgas*^*−/−*^ and *Sting*^*gt/gt*^ cells than in wild-type cells (Figure S1G, left panel). The more prominent difference between wild-type and deficient cells was likely due to the unusual stability of luciferase protein. Collectively, these results indicate that the cGAS-STING pathway suppresses the expression of foreign genes delivered through plasmid transfection.

To investigate the potential role of RNA sensing pathway in expression of transgenes, we compared the transfection efficiency of GFP in wild-type and *Mavs*^*−/−*^ L929 cells generated using the CRISPR/Cas9 technique (Figures S2A and S2B). *Mavs*^*−/−*^ L929 cells are defective in IFN induction in response to poly(I:C) transfection but have normal IFN and ISG responses to herring testis DNA (HT-DNA) transfection (Figures S2C–S2E). In contrast to *Cgas*^*−/−*^ cells, knocking out MAVS did not affect GFP expression after transfection as indicated by FACS analysis of GFP+ cells (Figure S2F). Transfection of wild-type and *Mavs*^*−/−*^ primary MEFs led to similar levels of GFP expression as demonstrated by western blot (Figure S2G). These results further support the specific role of the cGAS-STING pathway in suppressing the expression of a transgene.

### Plasmid DNA-Induced IFN Response Suppresses Foreign Gene Expression

To understand the mechanism by which cGAS inhibits foreign gene expression, we compared the expression of IFN and ISGs using RT-qPCR in wild-type and *Cgas*^*−/−*^ L929 cells after transfection of the pEGFP-N1 plasmid. The plasmid transfection led to robust induction of IFNβ and ISGs such as CXCL10 in wild-type but not in *Cgas* ^*−/−*^ L929 cells (Figure 1G, left two panels). The same effect was also observed in primary MEFs, wherein deletion of either *Cgas* or *Sting* abolished plasmid DNA-induced interferon response (Figure 1H). Transfection of another plasmid pGL3-Enhancer encoding luciferase also induced expression of CXCL10 and ISG15 in wild-type but not in *Cgas*^*−/−*^, or *Sting*^*gt/gt*^ lung fibroblasts (Figure S1H). Quantitative PCR indicated that the uptake of plasmid DNA was largely unaffected by cGAS (Figure 1G, right panel); however, the mRNA level of EGFP was elevated in both L929 (Figure 1G, third panel) and primary (Figure 1H right panel) *Cgas*^*−/−*^ cells compared with their wild-type counterparts. The inverse correlation between the IFN response and EGFP mRNA levels suggests interferon and ISGs may have a negative impact on the expression of a foreign gene, possibly through autocrine or paracrine manners. To test this hypothesis, we generated conditioned media from cells that were transfected with HT-DNA or poly(I:C). The presence of IFN activity in these media was confirmed by their stimulatory effect on an ISRE-reporter cell line, Raw-ISG-luc (Figure 2A). We treated L929 cells with these conditioned media and examined their effects on the expression of GFP after plasmid DNA transfection. Pre-treatment with both conditioned media strongly inhibited EGFP protein expression, as indicated by western blot (Figure 2B).

**Figure 2:**
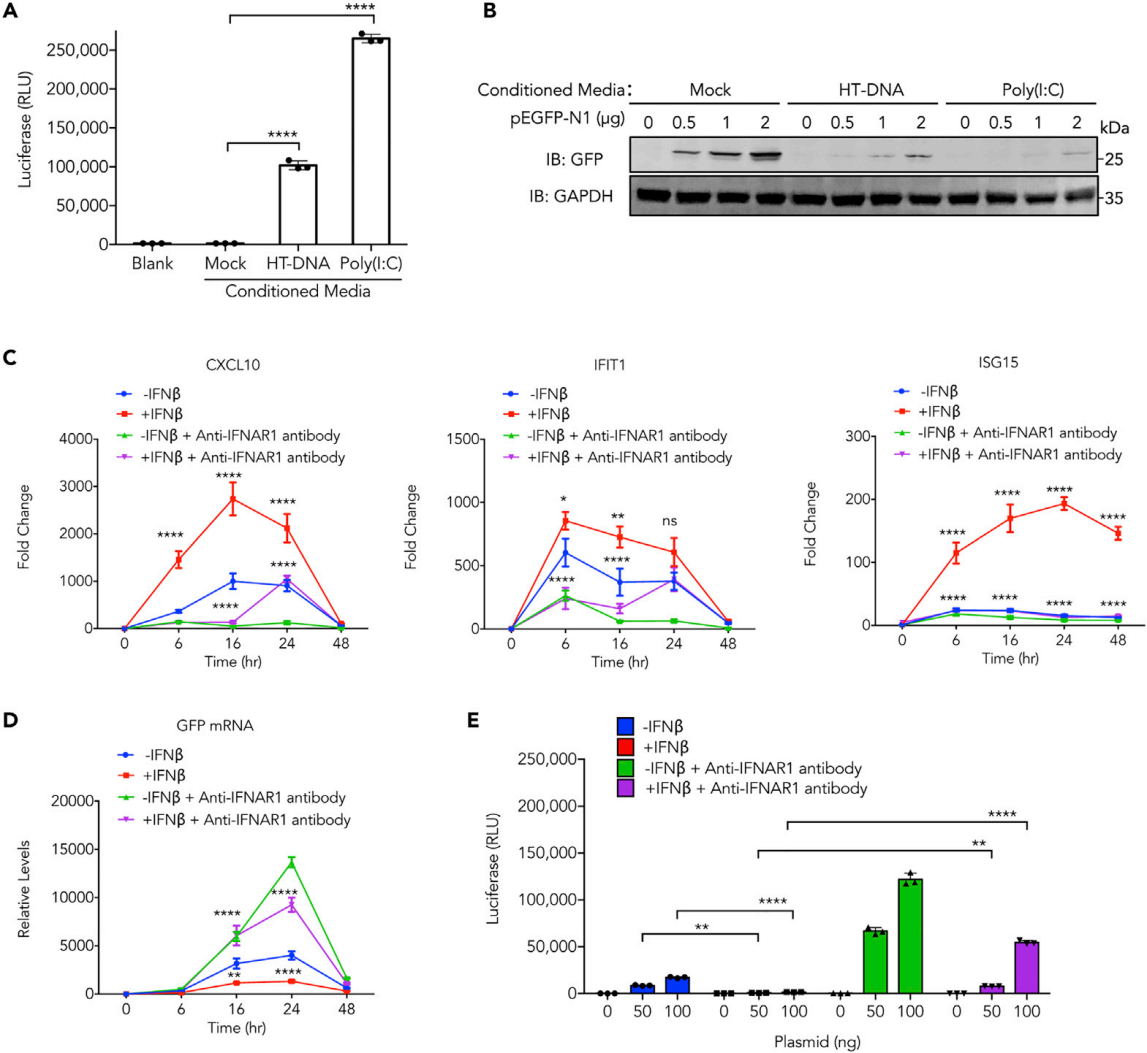
Effects of Interferon on Expression of Exogenous Genes (A) Measurement of interferon activity in conditioned media using Raw-ISG-luc cells. Data represent mean ± SEM. ∗∗∗∗p < 0.0001 by one-way ANOVA versus Mock with Dunnett's correction. (B) L929 cells treated with conditioned media from HT-DNA or poly(I:C) stimulated cells were transfected with indicated amount of pEGFP-N1 plasmid and expression of GFP protein was detected by western blot. (C and D) L929 cells were treated with recombinant IFNβ or anti-IFNAR1 antibody or both, then transfected with pEGFP-N1 plasmid; RNA levels of indicated ISGs (C) and EGFP (D) were measured by RT-qPCR. (E) L929 cells were treated with recombinant IFNβ or anti-IFNAR1 antibody or both, then transfected with pCMV-Renilla plasmid for 20 h, followed by measurement of luciferase activity in cell lysates. In (C)–(E), data represent mean ± SEM of three independent experiments. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗∗p < 0.0001 by two-way ANOVA with Bonferroni's correction, Ns, not significant (significance level, α = 0.05).

To directly access the effect of type I IFN on foreign gene expression, we pre-treated cells with recombinant IFNβ, anti-IFNAR1 antibody, or the combination of both. As expected, IFNβ treatment led to expression of multiple ISGs, including CXCL10, IFIT1, and ISG15 (Figure 2C). These inductions were suppressed when anti-IFNAR1 antibody, which blocks interferon induced signaling, was added to the media at the same time. Inversely correlated with the expression levels of ISGs, RNA transcript levels from the EGFP plasmid were suppressed by IFNβ treatment, and this suppression was reversed by IFNAR1 neutralizing antibody (Figure 2D). The effect of interferon on transgene expression was demonstrated in a different system, wherein expression levels of *Renilla* luciferase from a transfected plasmid were inhibited by IFNβ and enhanced by IFNAR1 neutralizing antibody (Figure 2E). Taken together, these results support the hypothesis that foreign gene expression is restricted by cGAS-STING pathway that induces IFN responses.

### Small Molecule Inhibitors Targeting cGAS-Induced Signaling Improve Expression of Transfected Genes

Since knockout of the DNA sensor cGAS improved expression of transfected genes, we next asked whether the same improvement could be achieved by blocking cGAS-induced signaling cascade with small molecule inhibitors. We first tested the well-characterized TBK1 inhibitor, BX795, (Clark et al., 2009) in L929 cells. Treatment with BX795 suppressed plasmid DNA-induced IFN and ISG production in a dose-dependent manner (Figure S3A). Remarkably, the EGFP mRNA levels were strongly elevated by increasing concentrations of BX795 (Figure S3B). At the highest concentration used (1 μM), BX795 caused >3-fold increase in the EGFP expression level compared with that in DMSO-treated cells. Consistently, FACS analyses detected increased population of GFP-positive cells as a result of BX795 treatment (Figures S3C and S3D). To rule out the possibility of non-specific effect of BX795, we also tested two other inhibitors against TBK1, Amlexanox (Reilly et al., 2013) and MRT67307 (Clark et al., 2011, Hasan and Yan, 2016, Petherick et al., 2015). Both inhibitors significantly increased the number of GFP-positive cells after transfection with pEGFP-N1 plasmid (Figures S3E–S3H) in L929 cells. These results indicate inhibition of TBK1 as a key step in DNA-induced cGAS signaling cascade can significantly improve expression of transfected genes.

Type I interferons often work in autocrine or paracrine manners. After binding to its receptor, interferon induces the expression of multiple ISGs through activation of Janus kinases (JAKs). Since IFN itself can suppress the expression of a transfected gene, we tested whether inhibition of the IFN pathway with small molecules could also improve transgene expression. We tested two JAK inhibitors, Ruxolitinib and Tofacitinib (Gavegnano et al., 2014, Yoshida et al., 2012), which target JAK1/2 and JAK3, respectively. Both inhibitors at 5 μM concentration successfully suppressed plasmid DNA-induced expression of CXCL10 and ISG15 (Figures S4A and S4B). These inhibitors led to increased levels of EGFP mRNA and protein from plasmid transfection (Figures S4C–S4E). Consistently, flow cytometry analyses detected increased population of GFP-positive cells as a result of treatment with these JAK inhibitors (Figures S4F and S4G). The effect of inhibitors on transgene expression is not limited to one plasmid; mCherry expressed from pcDNA3.1 and pLVX vectors were also enhanced as indicated by FACS analysis (Figures S4H and S4I). These data indicate that inhibition of IFN-induced ISGs can improve the expression of transfected genes.

We took more vigorous approaches by using primary cells to test the role of cGAS and STING in suppression of transgene expression and the effect of chemical inhibitors. In addition to the aforementioned inhibitors, we also included the recently reported STING inhibitors C-176 and C-178, which covalently modify and inhibit STING (Haag et al., 2018). FACS results indicate that pretreatment of MEFs with C-176 and C-178 followed by transfection of pEGFP-N1 plasmid increased the percentage of GFP+ cells (Figures 3A and 3B). Very interestingly, although MEFs from *Cgas*^*−/−*^ or *Sting*^*gt/gt*^ mice exhibited a higher population of GFP+ cells, pretreatment with STING inhibitors did not cause further increase of GFP expression, indicating that the effect of these inhibitors can be exclusively attributed to STING. Similar to the effects in cell lines, TBK1 inhibitors (BX795 and MRT67307) and JAK inhibitors (Ruxolitinib and Tofacitinib) increased GFP+ cell population to various extent in wild-type, but none of them had significant effect in *Cgas*^*−/−*^, or *Sting*^*gt/gt*^ MEFs (Figures 3C and 3D), which already exhibited higher levels of GFP+ cells. Western blot consistently showed that treatment of these cells with inhibitors against TBK1 and JAKs led to higher protein levels of EGFP after transfection in wild-type MEFs. However, in *Cgas*^*−/−*^ or *Sting*^*gt/g*^ cells, these inhibitors had no effect on EGFP protein expression, which are already much higher than wild-type cells (Figures 3E and 3F). Exposure to these compounds had no overt effect on cell viability, except slight changes caused by one of STING inhibitors, C-176 (Figure 3G). Taken together, these data indicate that the cGAS-STING pathway is the major factor in the interferon-related restriction on transgene expression from DNA vectors; inhibition of this pathway and further downstream signaling cascade could overcome the difficulties in transgene expression.

**Figure 3:**
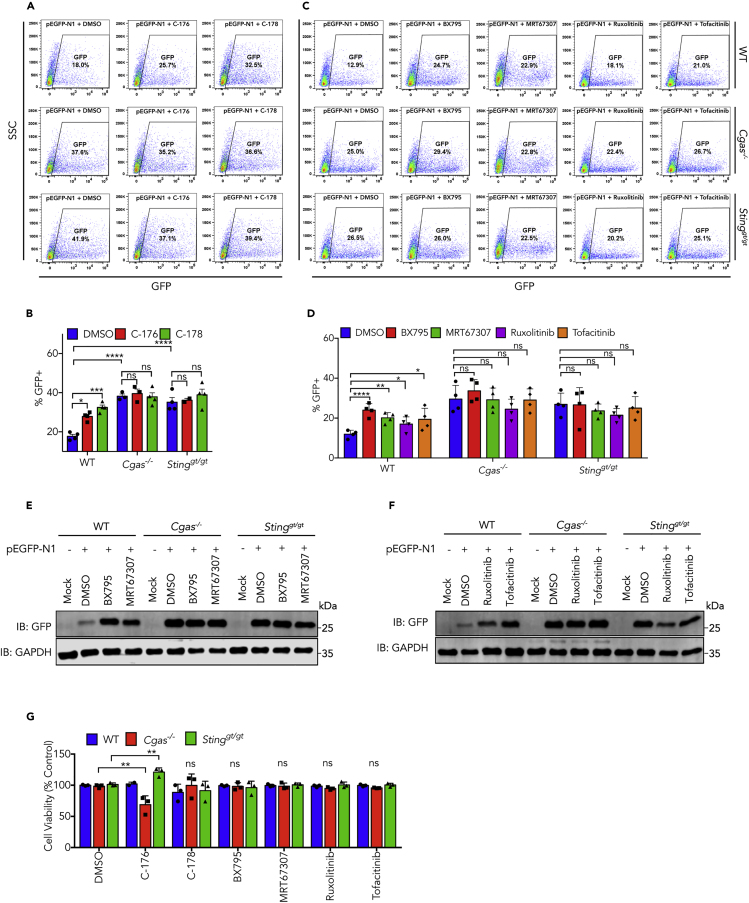
Inhibition of cGAS-Triggered Signaling Increases Transgene Expression in Primary Cells (A) Primary MEFs from wild-type, *Cgas*^*−/−*^, or *Sting*^*gt/gt*^ mice were treated with C-176 and C-178 that covalently inhibit STING, followed by transfection of pEGFP plasmid. GFP-positive cells were analyzed by FACS. Data here represents one of three independent experiments. (B) Quantification of data in (A). (C) Primary MEFs from wild-type, *Cgas*^*−/−*^, or *Sting*^*gt/gt*^ mice were treated with indicated inhibitors targeting TBK1 and JAKs, followed by transfection of pEGFP-N1 plasmid. GFP-positive cells were analyzed by FACS. Data here represents one of >3 independent experiments. (D) Quantification of data in (C). In (B) and (D), data represent mean ± SEM of >3 independent experiments. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001 (two-way ANOVA with Tukey's correction). (E and F) The same as (C), except expression of GFP protein was analyzed by western blot. (G) MEFs of indicated genotypes were treated with inhibitors at the following concentrations and cell viability was measured using CCK-8 assay. C-176: 6.25 μM, C-178: 3.125 μM, BX795: 0.5 μM, MRT67307: 0.2 μM, Ruxolitinib: 5 μM, Tofacitinib 5 μM. Data represent mean ± SEM of >3 independent experiments. ∗∗p < 0.01 (two-way ANOVA, with Tukey's correction), Ns, not significant (significance level, α = 0.05). See also Figures S3 and S4.

### Degradation of mRNA Derived from Transgenes Is Mediated by the OAS-RNaseL System

Next, we were interested in which factors directly exert the suppressing effect on transgenes. It has been reported that protein kinase R (PKR) can shut down translation by phosphorylating eukaryotic translation initiation factor eIF2α (Garcia et al., 2006, Ilan et al., 2017). We generated *Pkr*^*−/−*^ L929 cells using the CRISPR/Cas9 technology (Figure S5A) and compared the transfection efficiency in wild-type, *Pkr*^*−/−*^, and *Cgas*^*−/−*^ L929 cells. In contrast to the knockout of *Cgas* gene, which increased GFP+ cells by 2- to 3-fold, knockout of *Pkr* had no effect (Figure S5B). We also compared the effect of PKR inhibitor (CAS 608512-97-6) with that of TBK1 inhibitor BX795 in the same transfection experiment. Unlike BX795, the PKR inhibitor did not increase the percentage of GFP+ cells (Figure S5C). These results ruled out PKR as a factor responsible for suppression of foreign gene expression from transfected plasmids.

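Gene expression was profiled in L929 cells, a mouse fibroblast line, that were transfected or not with pEGFP-N1, a plasmid that expresses EGFP from the CMV promoter. BX795 inhibits TBK1, the kinase that activates IRF3 downstream of cGAS and STING, and was used at 0.5 μM. There were 4 groups, each with 3 libraries: mock, pEGFP-N1, BX795, and BX795 plus pEGFP-N1. All cells were collected after 6 h, and the sample descriptions add that the inhibitor or vehicle was given 1 h before transfection. The authors had the libraries sequenced on a BGISEQ-500, aligned the reads to the mouse genome with Bowtie2, and estimated expression per gene with RSEM as fragments per kilobase of exon model and sequencing depth (FPKM), rounded to 2 decimals. The table held 17571 genes in 12 libraries. FPKM keeps no read total, so the depth of each library is unknown and no counting interval is given. The FPKM of a library summed to between 496225 and 504096 in mock (median 498635), between 495030 and 513761 with pEGFP-N1 (median 501156), between 495633 and 508567 with BX795 (median 508434), and between 467348 and 507639 with BX795 plus pEGFP-N1 (median 503821). These sums depend on gene length and are not depths. From these values, log2(FPKM + 1) was tested with limma across all 12 libraries for the 10412 genes that had an FPKM of at least 1 in at least 3 libraries. Fold changes are on that scale, which understates the change of genes with low FPKM. The p-values were adjusted by the Benjamini-Hochberg method over the tested genes. The labels number the replicates 1 to 3 in each group, so the comparisons were also fitted with the replicate number as a block. The deviations of libraries from their group means had a mean correlation across genes of 0.116 for libraries with the same number and -0.065 for libraries with different numbers; genes are not independent replicates. Between pEGFP-N1 and BX795 plus pEGFP-N1 these were 0.353 and -0.204, and for pairs of groups with mock the first was between 0.019 and 0.051. The values do not show that libraries with the same number were processed together. No library held the same values as another in any of the 66 pairs. Libraries are named by the condition in their labels, and single values are given for each library because several genes differed widely between libraries with the same label.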

We performed gene expression profile analyses using the RNA-seq technology. L929 cells were pretreated with TBK1 inhibitor BX795 or mock treated with DMSO, then transfected with pEGFP-N1 plasmid. 

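In the FPKM table, the genes for interferon β, CXCL10 and ISG15 were read library by library. The EGFP transcript was not analysed here. Isg15 (chromosome 4 of GRCm38, 156199424 to 156200818; 19.0% of its 31-mers also occur in another gene) had an FPKM of 2.10 ± 0.585 (SD, n = 3) in the libraries labelled mock. The 3 libraries labelled pEGFP-N1 had 152, 1.38 and 129 FPKM, a mean of 94.1 ± 81.1 (SD, n = 3). Those labelled BX795 had 3.76, 1.90 and 1.26 FPKM, and those labelled BX795 plus pEGFP-N1 had 144, 3.39 and 5.15 FPKM. The log2 fold change of Isg15 was 3.56 for pEGFP-N1 over mock (standard error 1.51, limma adjusted p = 0.995, and 0.705 with the replicate block). Between BX795 plus pEGFP-N1 and pEGFP-N1 it was -1.20 (limma adjusted p = 0.959, and 0.902 with the block). In neither comparison were the groups fully separated (two-sided exact permutation test, p = 0.4 and p = 0.9, where 3 libraries against 3 cannot go below 0.1). Of the alternatives tried, leaving out pEGFP-N1 replicate 2 moved the change over mock most, to 5.53. Cxcl10 (chromosome 5, 92346638 to 92348889) was at 0.31, 0.47 and 0.42 FPKM in mock. It was at 133, 1.58 and 123 FPKM in the libraries labelled pEGFP-N1, at 7.86, 0.90 and 1.85 FPKM with BX795, and at 136, 5.68 and 6.47 FPKM with both. Every pEGFP-N1 library was above every mock library (exact permutation test, p = 0.1, the smallest p the design allows), with a log2 fold change of 4.65 (standard error 1.44, limma adjusted p = 0.644, and 0.395 with the block). The change with both treatments over pEGFP-N1 alone was -0.88 (limma adjusted p = 0.959, and 0.902 with the block), and it turned positive when pEGFP-N1 replicate 1 (0.09) or replicate 3 (0.03) was left out. Ifnb1 (chromosome 4, 88522025 to 88522774) fell below the filter on low values. It was listed at 0 in all 3 mock libraries, at 0.08, 0 and 0.08 FPKM with pEGFP-N1, at 0, 0 and 0.16 FPKM with BX795, and at 0.08, 0 and 0 FPKM with both.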

We confirmed the increased expression of EGFP in BX795-treated cells, as well as the induction of IFNβ, CXCL10, and ISG15 by transfection and their inhibition by BX795 (Figure S6A). RNA-seq data indicate that transfection of plasmid led to upregulation of a large number of genes, which were suppressed by BX795 (Figure 4A, GEO: GSE144913). 

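The comparison of the libraries labelled pEGFP-N1 with those labelled mock gave 0 genes at the thresholds of the paper's methods, a false discovery rate of at most 0.001 and an absolute log2 fold change of at least 2, without or with the replicate block. At an unadjusted p under 0.05 there were 488 genes (573 with the block), where 521 of the genes tested would pass by chance. Among the 488, 43 were higher with pEGFP-N1 by at least 2-fold and 2 were lower by as much (46 and 2 with the block). Genes that rise together in the same libraries are not independent, so this imbalance was not tested. With a limma adjusted p under 0.05 and a 2-fold change, 4 genes were higher with pEGFP-N1 (Ccl2, Ccl7, Slpi and Tlr2, named after their values were seen) and 3 with the block. All 4 were above mock in all 9 other libraries, those with BX795 alone included. Ccl2 (chromosome 11 of GRCm38, 82035571 to 82037453) rose from 363.0 ± 19.2 FPKM (SD, n = 3) in mock to 826 ± 113.7 (SD, n = 3), a log2 fold change of 1.17 (standard error 0.14, limma adjusted p = 0.0128, and 0.0117 with the block). With BX795 alone it was at 777 ± 148 FPKM (SD, n = 3), and with BX795 plus pEGFP-N1 at 888 ± 104 FPKM (SD, n = 3), so that its change between transfected cells with and without BX795 was 0.11 (limma adjusted p = 0.959, and 0.902 with the block). Between all libraries labelled BX795 plus pEGFP-N1 and all those labelled pEGFP-N1, 0 genes passed either pair of thresholds, and 166 genes (194 with the block) had an unadjusted p under 0.05. The difference between the plasmid effect without and with BX795 passed in 0 genes, with 407 genes at an unadjusted p under 0.05 (612 with the block). Interferon-stimulated genes differed widely between libraries with the same label. Ifit1 (chromosome 19, 34640871 to 34650009) was at 0.18, 0.20 and 0.20 FPKM in mock. The libraries labelled pEGFP-N1 had 96.7, 0 and 95.2 FPKM, those labelled BX795 had 0.45, 0.04 and 0.11, and those labelled BX795 plus pEGFP-N1 had 92.6, 0.17 and 0.57. Its log2 fold change over mock was 4.14 (standard error 1.77, limma adjusted p = 0.995, and 0.713 with the block), and the change with BX795 in transfected cells was -1.92 (limma adjusted p = 0.959, and 0.902 with the block). From the RNA-seq data in the heatmap of Figure 4A, the paper states that many genes were upregulated by transfection of the plasmid and suppressed by BX795.

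**Figure D1:**
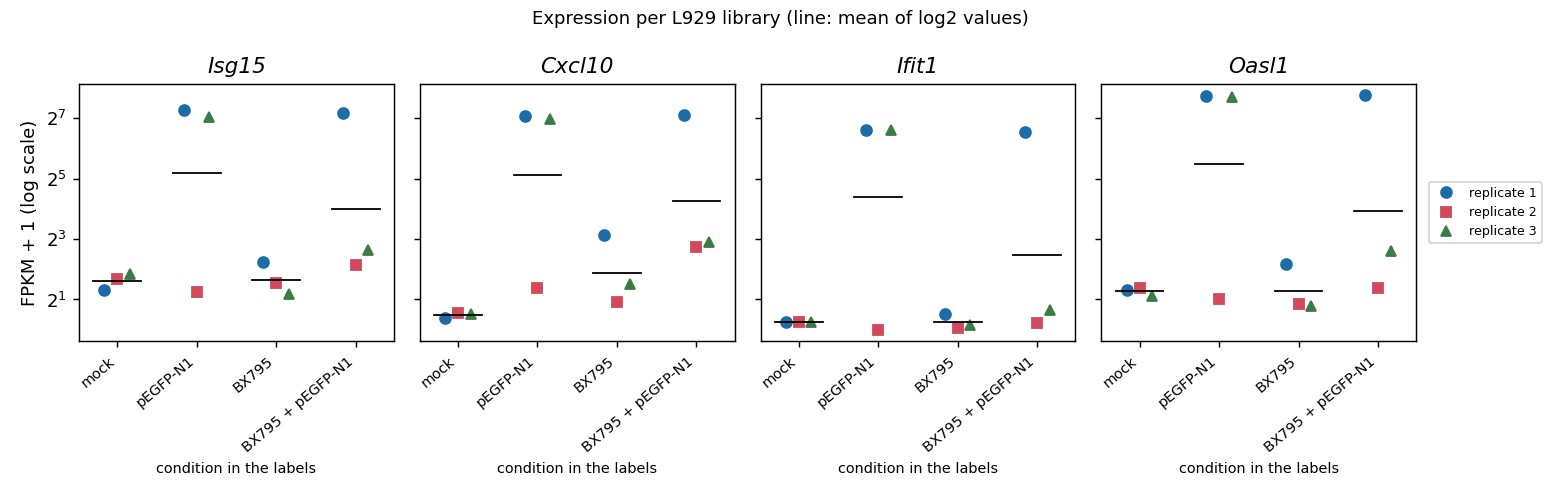
Expression of Isg15, Cxcl10, Ifit1 and Oasl1 in each L929 library, as FPKM plus 1 on a log axis, by the condition in the labels; symbols give the replicate number and lines the mean of the log2 values. Ifit1 is between 92.6 and 96.7 FPKM in pEGFP-N1 replicates 1 and 3 and in BX795 plus pEGFP-N1 replicate 1, and at most 0.57 FPKM in the other 9 libraries.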

Gene categories related to “response to virus,” which include many ISGs (Schneider et al., 2014), are the most enriched genes according to gene ontology analysis (Figure S6B). 

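Gene ontology annotation was not used here. In its place stood a list of 106 mouse interferon-stimulated genes written before the data were examined, of which 86 were tested, and the mouse Reactome sets. As 0 genes passed the rule of Figure 4A, an overlap test of Reactome sets with those genes could not be made. Among the 4 genes raised at the looser threshold, 0 were on the list of interferon-stimulated genes (Fisher's exact test, one-sided, p = 1). An overlap of 0 gives that p whatever the other counts, so this test cannot tell whether listed genes were enriched. A test of whole sets with limma's camera, which needs no threshold per gene, was added after the data were seen. It was run over 772 Reactome sets with 10 to 500 tested genes. With camera's preset correlation between genes of 0.01, 6 sets were higher and 13 lower with pEGFP-N1 than in mock (7 and 13 with the replicate block). The set with the smallest p was interferon gamma signaling, with 55 genes (camera in limma, adjusted p = 4.85e-07). The interferon alpha/beta signaling set, with 12 genes of which 7 were higher, came at rank 64 (camera in limma, adjusted p = 0.134, 0.124 with the block and 0.757 with the estimated correlation). With the correlation estimated for each set from the libraries, 0 sets were higher and 0 lower, and the smallest adjusted p of camera was 0.377. The listed interferon-stimulated genes had a median log2 fold change of 0.42 over mock, and 79 of the 86 were higher with pEGFP-N1 (camera in limma, p = 1.34e-33 with the preset correlation, 1.98e-35 with the block and 0.0114 with the estimated correlation). Set against BX795 plus pEGFP-N1, pEGFP-N1 gave 37 higher and 17 lower Reactome sets with the preset correlation (38 and 19 with the block) and 0 of either with the estimated correlation. On the list, 68 of the 86 genes were higher with pEGFP-N1 alone than with both, with a median log2 difference of 0.15 (camera in limma, p = 1.21e-07, 2.01e-08 with the block and 0.191 with the estimated correlation). Genes of a set rise and fall together in the same libraries, and the estimated correlation takes this into account.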

We hypothesized that some of the ISGs may directly suppress expression of transfected genes.

**Figure 4:**
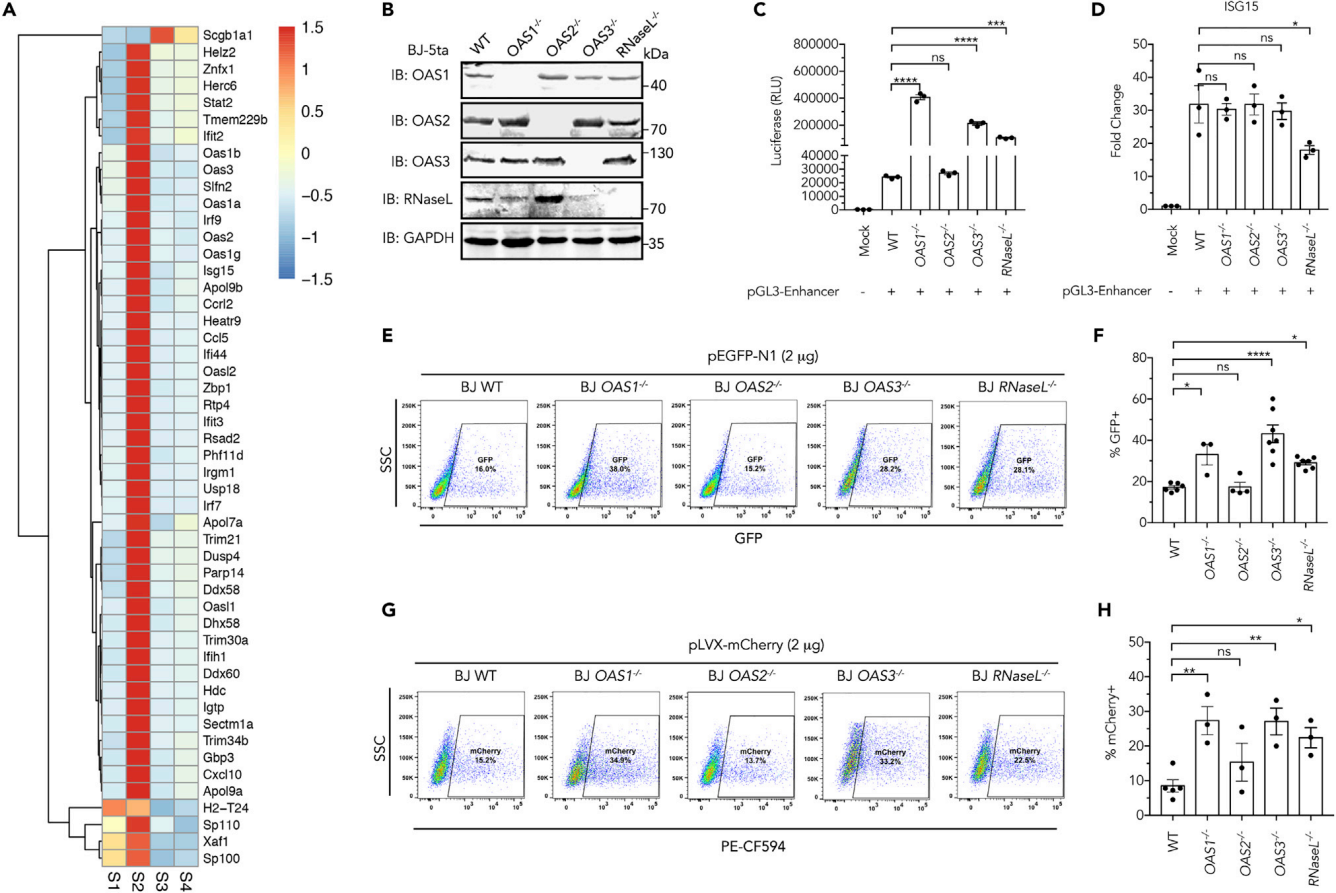
The OAS-RNaseL System Suppresses Transgene Expression (A) Heatmaps of RNA-seq analyses. S1, L929 cells mock-treated; S2, L929 cells transfected with pEGFP-N1 plasmid; S3, L929 treated with 0.5 μM BX795; S4, L929 treated with 0.5 μM BX795 and transfected with pEGFP-N1 plasmid. All samples were collected after 6 h. Color gradient indicates fold changes in log2 scale. Genes in sample S2 exhibiting statistically significant (p < 0.05), two-fold or greater increases over S1, S3, S4 are shown. (B) Western blot of indicated proteins in wild-type, *OAS1*^*−/−*^, *OAS2*^*−/−*^, *OAS3*^*−/−*^, or *RNaseL*^*−/−*^ (CRISPR-Cas9) BJ-5ta cells. (C) Luciferase activity in extracts from indicated wild-type or CRISPR-Cas9 knockout cell lines 24 h after transfection of pGL3-Enhancer plasmids. (D) Expression levels of ISG15 as measured by RT-qPCR 8 h after transfection of indicate BJ-5ta cells with pGL3-Enhancer plasmid. (E−H) BJ-5ta cells of indicated genotypes were transfected with pEGFP-N1 plasmid (E) or pLVX-mCherry (G) using lipofectamine method; 24 h later, fluorescence-positive cells were analyzed by FACS. (F) and (H) are quantification of GFP- or mCherry-positive cells in (E) and (G), respectively. In (C), (D, (F), and (H), data represent mean ± SEM of ≥3 independent experiments. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001 (one-way ANOVA, with Dunnett's correction). Ns, not significant (significance level, α = 0.05). See also Figures S5 and S6.

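Of the 50 genes named in the heatmap, 49 were found in the FPKM table and 44 passed the filter on low values. In the table, the mean FPKM of the libraries labelled pEGFP-N1 (S2) was the highest of the 4 groups for 47 of the 49 genes. It was at least 2 times the mean of S1 for 46 genes, of S3 for 44 and of S4 for 8, and at least 2 times all 3 for 7. In 0 genes were all 3 values of S2 above all other values. Over S1, 43 of the 44 tested genes were higher, 32 of them by at least 1 on the log2 scale, with a median log2 fold change of 1.23, and 37 had an unadjusted p under 0.05 in limma (40 with the replicate block). Adjusted over the 44 genes alone, 0 were under 0.05 without the block and 39 with it. Adjusted over all tested genes, 0 were under 0.05 in either fit. The genes were chosen by the paper on these samples, so the list has no independent standing here. Over S3, all 44 were higher, 30 by at least 1 on the log2 scale, and 38 had an unadjusted p under 0.05 (42 with the block). After adjustment over the list there were 0 genes without the block and 42 with it. Over S4, 42 were higher and 9 by at least 1, with a median of 0.60, and 0 had an unadjusted p under 0.05 in either fit. The full rule, applied to every tested gene with a limma adjusted p under 0.05, was met by 0 genes, without or with the block. With an unadjusted p it was met by 0 genes as well. By library, the median of the 44 genes stood 1.85, 0.05 and 1.74 above the mock mean on the log2 scale in pEGFP-N1 replicates 1, 2 and 3. The corresponding values were 0.09, 0.01 and 0.02 with BX795, and 1.79, 0.02 and 0.19 with BX795 plus pEGFP-N1.

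**Figure D2:**
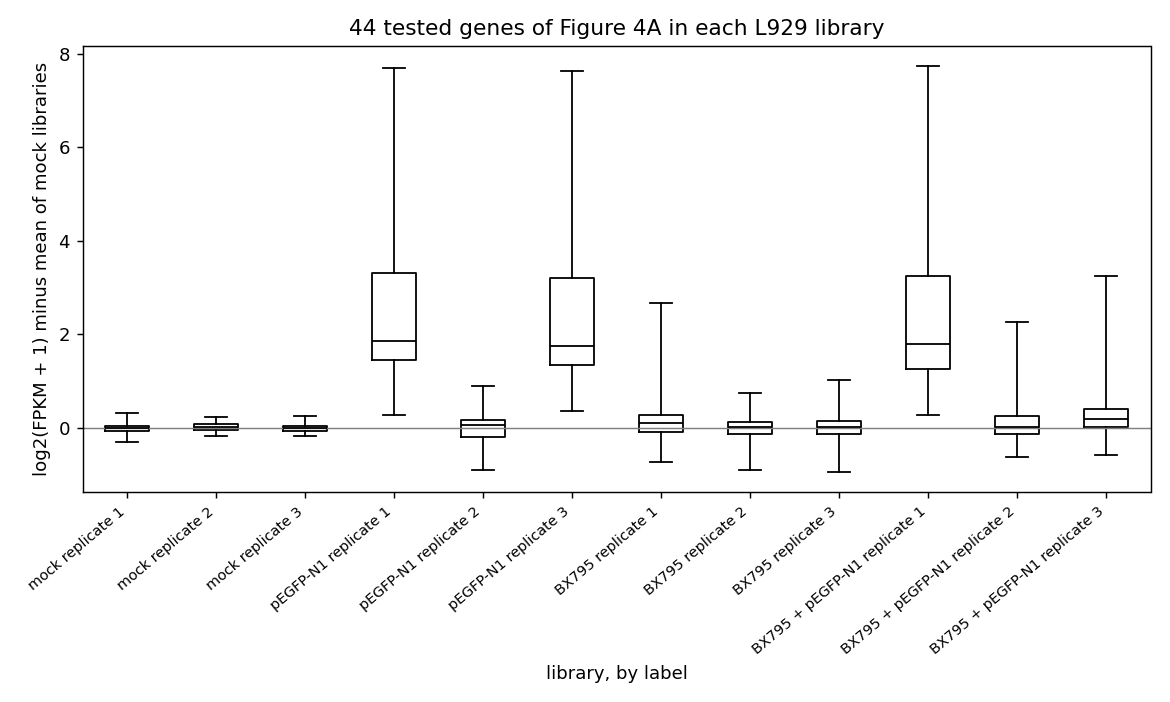
Distribution over the 44 tested genes of Figure 4A of log2(FPKM + 1) minus the mean of the mock libraries, in each of the 12 L929 libraries by label. Boxes span the quartiles, lines mark medians and whiskers the lowest and highest gene; the medians are 1.85, 1.74 and 1.79 in pEGFP-N1 replicates 1 and 3 and BX795 plus pEGFP-N1 replicate 1, and at most 0.19 in the other 9 libraries.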

Since suppression of foreign gene expression occurred at the mRNA level (Figure 1G), we turned our attention to ISGs that may affect RNA turnover. The 2′,5′-oligoadenylate synthetase (OAS)-RNaseL pathway plays an important role in antiviral responses (Silverman, 2007). IFNs upregulate OAS proteins, which on encounter with viral double-stranded RNA synthesize 2′,5′-oligoadenylate (2-5OA). As a ligand, 2-5OA triggers enzymatic activity of RNaseL, which degrades viral and cellular RNA. 

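The mouse genome carries several paralogs of OAS1 beside Oas2 and Oas3, in a cluster on chromosome 5 of GRCm38. Reads of near-identical paralogs could be split between them by the authors' counting, so the Oas1 values are uncertain. Oas1a (120896256 to 120907521, minus strand) shares 63.8% of its 31-mers with another gene. Its FPKM was 4.27 ± 0.392 (SD, n = 3) in the libraries labelled mock. It was 24.8, 4.62 and 22.8 FPKM in those labelled pEGFP-N1, 4.73, 4.84 and 6.05 FPKM with BX795, and 23.1, 4.23 and 4.15 FPKM with BX795 plus pEGFP-N1. The log2 fold change over mock was 1.52 (standard error 0.61, limma adjusted p = 0.970, and 0.713 with the replicate block; two-sided exact permutation test, p = 0.2), and the change with BX795 in transfected cells was -0.80 (limma adjusted p = 0.959, and 0.902 with the block). Oas1g (120876142 to 120887613, 50.2% of 31-mers shared) changed by 1.24 and -0.48 in the same comparisons, with limma adjusted p-values of 0.970 and 0.959 (0.678 and 0.902 with the block). Oas1c (120800194 to 120812514, 22.5% of 31-mers shared) was at 0.37, 0.40 and 0.48 FPKM in mock, at 1.45, 0.67 and 1.43 FPKM with pEGFP-N1, at 0.60, 0.71 and 0.71 FPKM with BX795, and at 1.43, 0.41 and 0.59 FPKM with both. Every pEGFP-N1 library was above every mock library for Oas1c (exact permutation test, p = 0.1), with a log2 fold change of 0.60 (standard error 0.20, limma adjusted p = 0.722, and 0.613 with the block), and the change with BX795 in transfected cells was -0.29 (limma adjusted p = 0.959, and 0.902 with the block). Oas2 (120730333 to 120749853) was below the filter on low values in this table. Its FPKM was 0.09, 0.19 and 0.13 in mock, 0.42, 0.03 and 0.44 with pEGFP-N1, 0.13, 0.13 and 0.06 with BX795, and 0.47, 0.04 and 0.03 with both. The exact permutation test between pEGFP-N1 and mock gave p = 0.4 for Oas2. Oas3 (120753098 to 120777661) was at 0.51, 0.68 and 0.63 FPKM in mock, at 1.54, 0.68 and 1.59 FPKM with pEGFP-N1, at 0.50, 0.47 and 0.75 FPKM with BX795, and at 1.82, 0.45 and 0.68 FPKM with both. Its log2 fold change over mock was 0.47 (standard error 0.23, limma adjusted p = 1.00, and 0.891 with the block; exact permutation test, p = 0.2), and with BX795 in transfected cells it was -0.23 (limma adjusted p = 0.959, and 0.902 with the block). The OAS-like gene Oasl1 (114923240 to 114937915) shares 0.292% of its 31-mers and had 1.49, 1.59 and 1.19 FPKM in mock and 212, 1.01 and 208 FPKM with pEGFP-N1. With BX795 it was at 3.50, 0.80 and 0.74 FPKM, and with both at 214, 1.61 and 5.08 FPKM, for log2 fold changes of 4.21 over mock (limma adjusted p = 0.995, and 0.668 with the block) and -1.57 with BX795 in transfected cells (limma adjusted p = 0.959, and 0.902 with the block). Apart from Oas1c over mock, the groups compared were not fully separated for any of these genes. None of the tested differences had a limma adjusted p under 0.05. That p depends on all tested genes and does not measure a difference against the spread of its own gene.

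**Figure D3:**
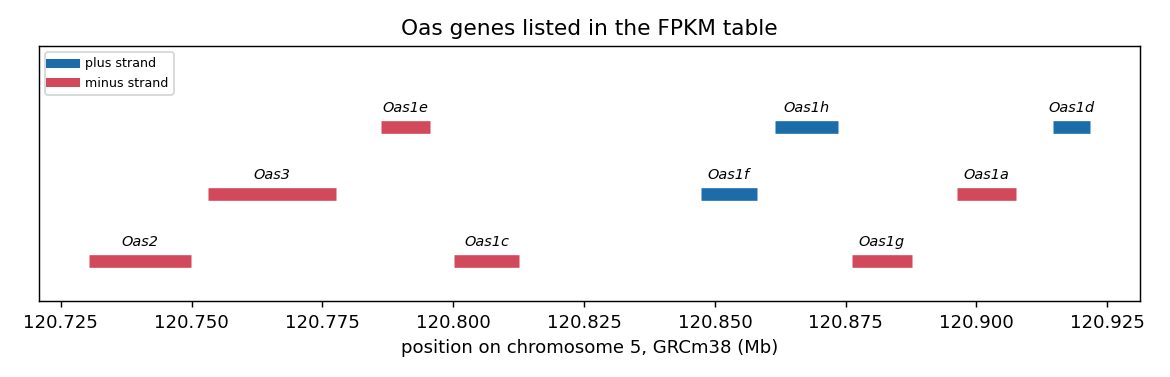
Oas1 paralogs, Oas2 and Oas3 listed in the FPKM table along chromosome 5 of GRCm38, with position in Mb; bars span each gene and colours give the strand. Oas1a and Oas1g lie beside each other on the minus strand.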

In our RNA-seq results, we found that all three OAS isoforms (OAS1–3) were upregulated after transfection of the EGFP plasmid, and their upregulation was suppressed by BX795; this result was also confirmed by RT-qPCR analyses (Figure S6C). To investigate the potential role of OAS family proteins and RNaseL in suppressing foreign gene expression, we deleted the individual OAS genes as well as RNaseL gene in BJ-5ta cells using the CRISPR-Cas9 technology (Figure S6D). Western blots using the antibodies against each individual OAS isoforms and RNaseL confirmed knockout (Figure 4B). When we transfected these cells with the pGL3 plasmid that carries a luciferase gene, *OAS1*^*−/−*^*, OAS3*^*−/−*^*,* and *RNaseL*^*−/−*^ cells exhibited 5- to 15-fold higher luciferase activity compared with wild-type cells (Figure 4C). Surprisingly, knockout of OAS2 did not lead to higher expression of luciferase. As predicted, transfection of plasmid DNA caused induction of ISG15 in all cells (Figure 4D). When these cells were transfected with two other plasmids, pEGFP-N1 or pLVX-mCherry, the proportion of fluorescence-positive cells was enhanced ~1.5- to 3-fold in *OAS1*^*−/−*^*, OAS3*^*−/−*^*,* and *RNaseL*^*−/−*^ but not in *OAS2*^*−/−*^ cells (Figures 4E–4H). These results suggest that activation of OAS1, OAS3, and RNaseL leads to degradation of mRNA and suppression of transgene expression.

To directly detect RNaseL activity in cells following plasmid DNA delivery, we transfected a plasmid encoding RNaseL with a FLAG tag at C-terminal (pCMV-RNaseL-Flag) into wild-type, *Cgas*^*−/−*^, and *Sting*^*−/−*^ L929 cells. To measure RNaseL activation, we immunoprecipitated (IP) RNaseL-Flag using anti-Flag beads from cell lysates; the input was adjusted so that the starting materials contained similar amounts of the RNaseL-Flag protein (Figure 5A). We then incubated the IP products with an RNA probe that served as the substrate for RNaseL. Gel electrophoresis showed the intensity of the RNA band was reduced by IP product from wild-type but not Cgas^−/-^ or *Sting*^*−/−*^ cells (Figures 5B and 5C), indicating RNaseL activity was indeed triggered by DNA transfection in a cGAS-STING-dependent manner. To test the effect of inhibitors of cGAS-induced signaling cascade on RNaseL activation, BJ-5ta cells were transfected with pCMV-RNaseL-Flag in the presence of TBK1 inhibitor BX795 or DMSO; anti-Flag IP products (Figure 5D) were tested for their RNaseL activity. As shown in Figures 5E and 5F, plasmid DNA-induced RNaseL activity was abolished in BX795-treated cells. These results again confirm that the cGAS-STING pathway restricts transgene expression through activation of RNaseL. To evaluate the degree of contribution of RNaseL to this effect, we treated wild-type or *RNaseL*^*−/−*^ BJ-5ta cells with conditioned media from cells exposed to HT-DNA, poly(I:C), or mock treated, and transfected these cells with pEGFP-N1 plasmid. Consistent with results in Figure 2B, pretreatment of cells with conditioned media significantly reduced EGFP expression from plasmid as shown by western blot (Figures 5G and 5H); however, the effect of conditioned media was diminished in *RNaseL*^*−/−*^ BJ-5ta cells. These results support the major role of RNaseL in suppressing transgene expression.

**Figure 5:**
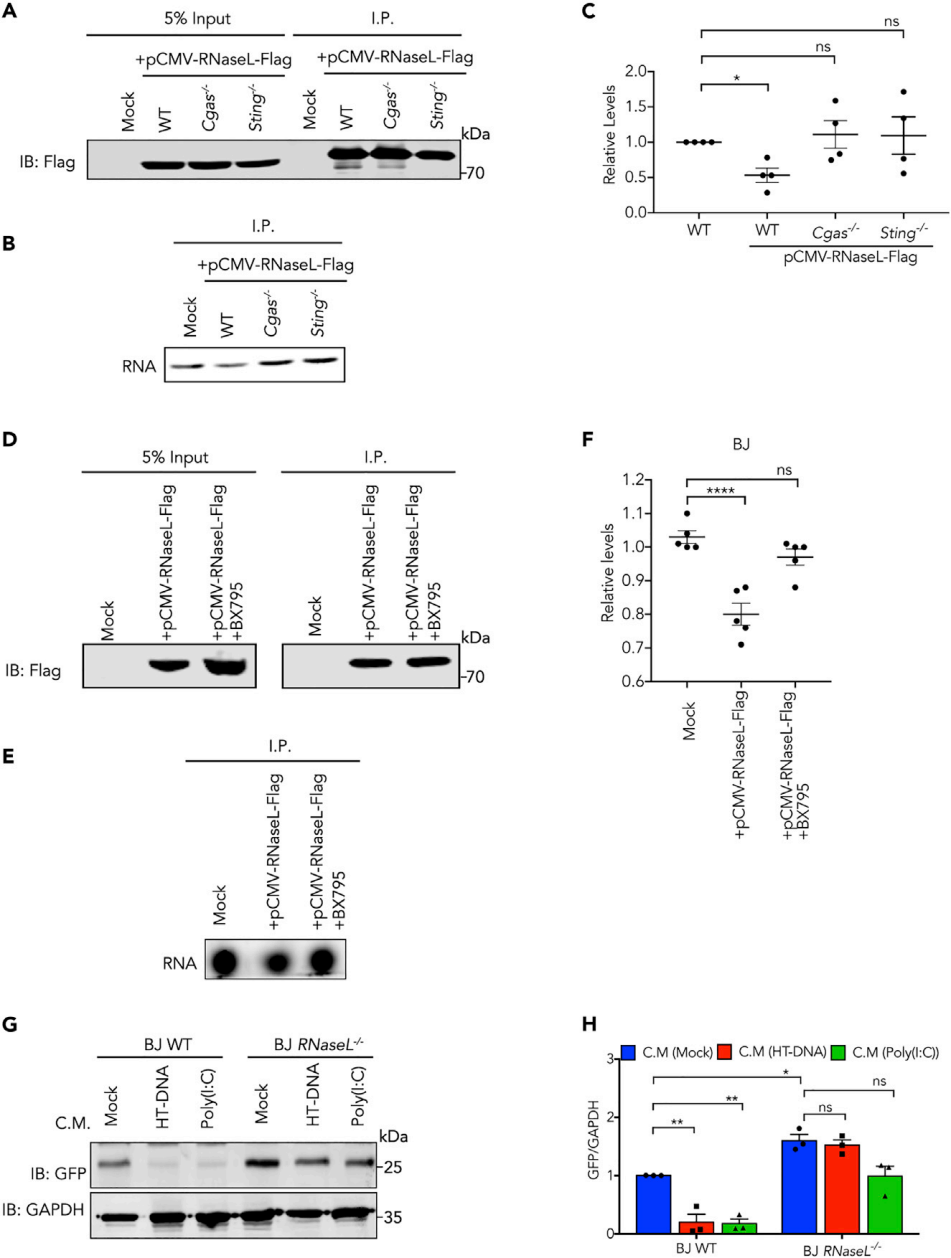
DNA Transfection Induces RNaseL Activity through cGAS-STING and Interferon Pathways (A) L929 cells of indicated genotypes were transfected with a plasmid expressing Flag tagged RNaseL. Lysates containing comparable total amount of RNAseL-Flag protein were subjected to immunoprecipitation (IP) with Flag(M2) beads. Western blot showing levels of RNaseL-Flag in 5% input and IP. (B) RNaseL activities in IP products in (A) were measured by incubation with a fluorescent RNA oligonucleotide and gel electrophoresis. (C) Quantification of band intensity in (B). (D) BJ-5ta cells were treated with BX795 or DMSO and transfected with a plasmid expressing Flag tagged RNaseL, which was immunoprecipitated (IP) with Flag(M2) beads. Western blot showing levels of RNaseL-Flag in input and IP. (E) RNaseL activities in IP products in (D) were measured by incubation with a fluorescent RNA oligonucleotide and gel electrophoresis. (F) Quantification of band intensity in (E). In (C) and (F), data represent mean ± SEM of >3 independent experiments. ∗p < 0.05, ∗∗∗∗p < 0.0001 (one-way ANOVA versus WT or Mock, with Dunnett's correction). Ns, not significant. (G) Wild-type and *RNaseL*^*−/−*^ BJ-5ta cells were treated with conditioned media from cells exposed to HT-DNA or Poly(I:C), then transfected with pEGFP-N1 plasmid for 24 h; levels of GFP protein was analyzed by western blot. (H) Quantification of GFP bands in (G). Data represent mean ± SEM of three independent experiments. ∗p < 0.05, ∗∗p < 0.01 (two-way ANOVA, Tukey's correction). Ns, not significant.

### Chemical Inhibitors Improve Transfection in Primary T Cells

Transfection of T cells remains a great challenge in research and gene therapy practices. We therefore examined whether chemical inhibitors that target DNA-induced IFN response can improve gene expression from plasmid transfection in T cells. We first isolated human peripheral blood mononuclear cells (PBMCs) from healthy donors using Ficoll density centrifugation, then stimulated them with IL-2/CD3/CD28 for 10 days to obtain sufficient cells. Flow cytometry confirmed >95% of cells were CD3+ T cells. We then treated these cells with inhibitors or DMSO and delivered EGFP plasmid through electroporation. Inhibitors targeting TBK1 (BX795 and MRT67307) and JAKs (Ruxolitinib and Tofacitinib) led to enhanced (~2-fold) expression of GFP in these T cells 24 h after transfection as quantified by FACS (Figures 6A and 6B). Exposure to these inhibitors did not alleviate cell death commonly associated with electroporation, but neither did they have adverse effect on cell growth up to 18 days after electroporation (Figure S7). We also tested these inhibitors in PBMC and resting T cells. BX795 and Ruxolitinib led to a nearly 2-fold increase of GFP+ cells in both bulk PBMCs (Figures 6C and 6D) and CD69-CD62L+ resting T cells (Figures 6E and 6F). MRT67307 exhibited less but still significant improvement of transfection in these cells. Enhancement of EGFP gene expression in proliferated T cells is more prominent at mRNA levels (Figure 6G, first panel). Consistent with previous findings, transfection of plasmid DNA also led to upregulation of ISGs including OAS1-3 in T cells, which are suppressed by inhibitors (Figure 6G). These results provided evidence that simple administration of small molecule inhibitors can overcome the difficulties in T cell transfection caused by activation of cGAS-STING pathway.

**Figure 6:**
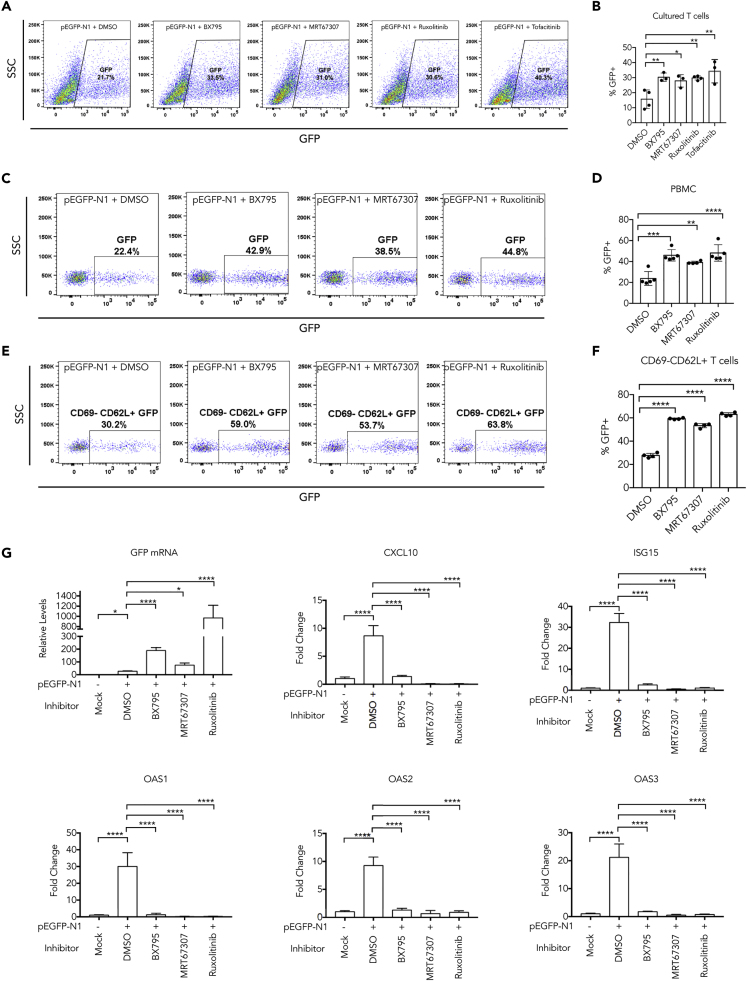
Inhibition of DNA-Induced Signaling Pathway Enhances Transgene Expression in T Cells (A) T cells expanded from human PBMC using CD3 and IL2 (see Transparent Methods) were treated with indicated inhibitors or DMSO and electroporated with pEGFP-N1 plasmid. Twenty-four hours later, cells were analyzed for GFP expression using FACS. (B) Quantification and statistics of data in (A). (C) Human PBMCs isolated using Ficoll gradient were transfected with pEGFP-N1 plasmid for 24 h; lymphocytes population from FSC/SSC gating was analyzed for EGFP-positive cells. (D) Quantification and statistics of data in (C). (E) The same as in (C), except PBMCs were further gated on CD3+, CD69-, CD62L+, and GFP to analyze EGFP expression in resting T cells. (F) Quantification and statistics of data in (E). (G) Quantification of mRNA levels of GFP or indicated ISGs by RT-PCR after proliferated human T cells (as in A) were treated with DMSO or inhibitors and transfected with pEGFP-N1 plasmid. Data represent mean ± SEM of at least three independent experiments. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, and ∗∗∗∗p < 0.0001 by one-way ANOVA versus DMSO, with Dunnett's correction. See also Figure S7.

## Discussion

DNA transfection is commonly used to express genes of interest in host cells (Kim and Eberwine, 2010). In many cases, primary cells including T cells remain difficult to transfect, which impedes the application of DNA transfection in gene and cell therapies, such as chimeric antigen receptor (CAR) T cell (CAR-T cells) immunotherapy. In the present study, we investigated the underlying mechanism that controls transgene gene expression by exploring the role of cGAS-STING-mediated DNA sensing pathway. We found plasmid DNA, through cGAS-STING pathway, induced interferon responses. Particularly, mobilization of OAS-RNaseL anti-viral system is the predominant force that causes degradation of mRNA and suppression of transgene expression. Chemical inhibitors that disrupt the signaling cascades originated from DNA-sensing pathway effectively lifted cellular suppression on transgene expression in multiple cell lines and primary cells including T cells.

Under certain conditions, cytosolic DNA can be indirectly sensed by the RIG-I/MAVS pathway. RNA polymerase III can generate transcripts from AT-rich region of the foreign DNA. These transcripts bear 3′-tri-phosphate and are legitimate ligands for RIG-I and can potentially induce IFN response through MAVS (Chiu et al., 2009). However, the plasmid used in this study induced IFN response independent of MAVS. No difference of expression levels of transgene was observed between wild-type and *Mavs*^*−/−*^ cells, suggesting RIG-I/MAVS pathway was not activated by the plasmid. It is possible that other plasmids with particular sequence may be able to trigger interferon response through the RIG-I/MAVS pathway; however, its negative effect on transfection should also be overcome using inhibitors against TBK1 and JAKs.

In addition to IFN response, activation of cGAS-STING pathway by DNA also triggers autophagy through mechanisms that are independent of the TBK1/IRF3 axis (Gui et al., 2019, Liu et al., 2019). We did observe conversion of LC3 into the lipidated form (LC3-II), a hallmark of autophagy, following transfection of plasmids (Figure S8). However, the levels of plasmid DNA inside the cells were not changed when cGAS was knocked out (Figure 1G). We speculated plasmid DNA-triggered autophagy was much weaker than that induced by ISD transfection or permeabilization of cGAMP; therefore, its effect on transgene expression is relatively minor. It is also possible the majority of transfected DNA is hidden in the nucleus; therefore, it is not affected by autophagy. It remains interesting to further explore the role of autophagy in transgene expression.

OAS proteins are among the ISGs that are upregulated after virus infection. Double-stranded RNA (dsRNA) of the viral origin binds and activates OAS1-3, leading to production of 2′-5′-phosphodiester-linked oligoadenylates (2-5OAs), which in turn triggers enzymatic activity of RNaseL. In this study, we have shown evidence that plasmid transfection can lead to RNaseL activation through OAS1 and 3, but not OAS2. These results raised questions regarding the source of dsRNA. One possibility is that certain features of mRNAs transcribed from the plasmid can serve as OAS ligands. The plasmids-originated mRNA species are transcribed by RNA polymerase II and are 5′-capped; this prevents them from activating RIG-I, which requires 5′-triphosphate (Hornung et al., 2006). Using the RNAfold webserver (http://rna.tbi.univie.ac.at//cgi-bin/RNAWebSuite/RNAfold.cgi), we found EGFP mRNA can form secondary structures with a number of stem loops, most of which are too short to activate Mda5 but long enough to activate OAS proteins, such as OAS1, which requires only 17 base pairs (Donovan et al., 2013). The stem loops derived from the EGFR mRNA is reminiscent of the same structures in the genome of West Niles virus, which are directly recognized by OAS1 (Deo et al., 2014). Activation of OAS enzymes may also be favored by the combination of upregulation of OAS proteins and high levels of transcripts as a result of transient transfection. Differential activation of OAS isoforms can be caused by at least two factors. One is that the binding affinity to dsRNA can be very different between OAS isoforms (Ibsen et al., 2014); the other is that certain features on dsRNA can still have an impact on its ability to activate OAS (Schwartz and Conn, 2019). It would be interesting to identify the exact RNA structures that trigger OAS activation following plasmid transfection.

T cells belong to adaptive immune cells and are not typically associated with type I interferon response. However, recent studies have shown that STING is expressed at high levels in most T cells (Larkin et al., 2017) and cGAS is expressed in memory T cells. Although cGAS protein is undetectable in naive T cells using western blot (Cerboni et al., 2017), this does not necessarily rule out its expression at a low level, which is often sufficient for signaling. Moreover, activation of T cells with IL2 and CD3 dramatically increased cGAS expression. Consistent with these reports, we also observed ISG induction in T cells upon transfection of plasmid DNA, confirming an intact cGAS-STING pathway in T cells. More importantly, ISG induction can be entirely blocked by simple addition of small molecule inhibitors of TBK1 and JAKs, which led to significant improvement of transfection efficiency. An important step in CAR-T therapy is expansion of isolated T cells, which will enable cGAS-STING pathway that may impede subsequent delivery of CAR gene. We predict that inhibition of innate immune response will significantly benefit CAR-T engineering and other gene therapy processes.

### Limitation of the Study

Although we have demonstrated the role of cGAS-STING pathway in suppression of transgene expression in primary MEFs, we were unable to demonstrate this directly using primary Cgas^−/−^ and Sting^−/−^ T cells owing to technical limitations.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: Inhibition of cGAS-Mediated Interferon Response Facilitates Transgene Expression
**Source:** iScience. 2020 Mar 31;23(4):101026. doi: 10.1016/j.isci.2020.101026
**Supplement:** Document S1. Transparent Methods and Figures S1–S8

## **Supplemental Information**

### **Inhibition of cGAS-Mediated Interferon**

### **Response Facilitates Transgene Expression**

**Yajuan Fu, Yijun Fang, Zhang Lin, Lei Yang, Liqun Zheng, Hao Hu, Tingting Yu, Baoting Huang, Suxing Chen, Hanze Wang, Shan Xu, Wei Bao, Qi Chen, and Lijun Sun**

Figure S1

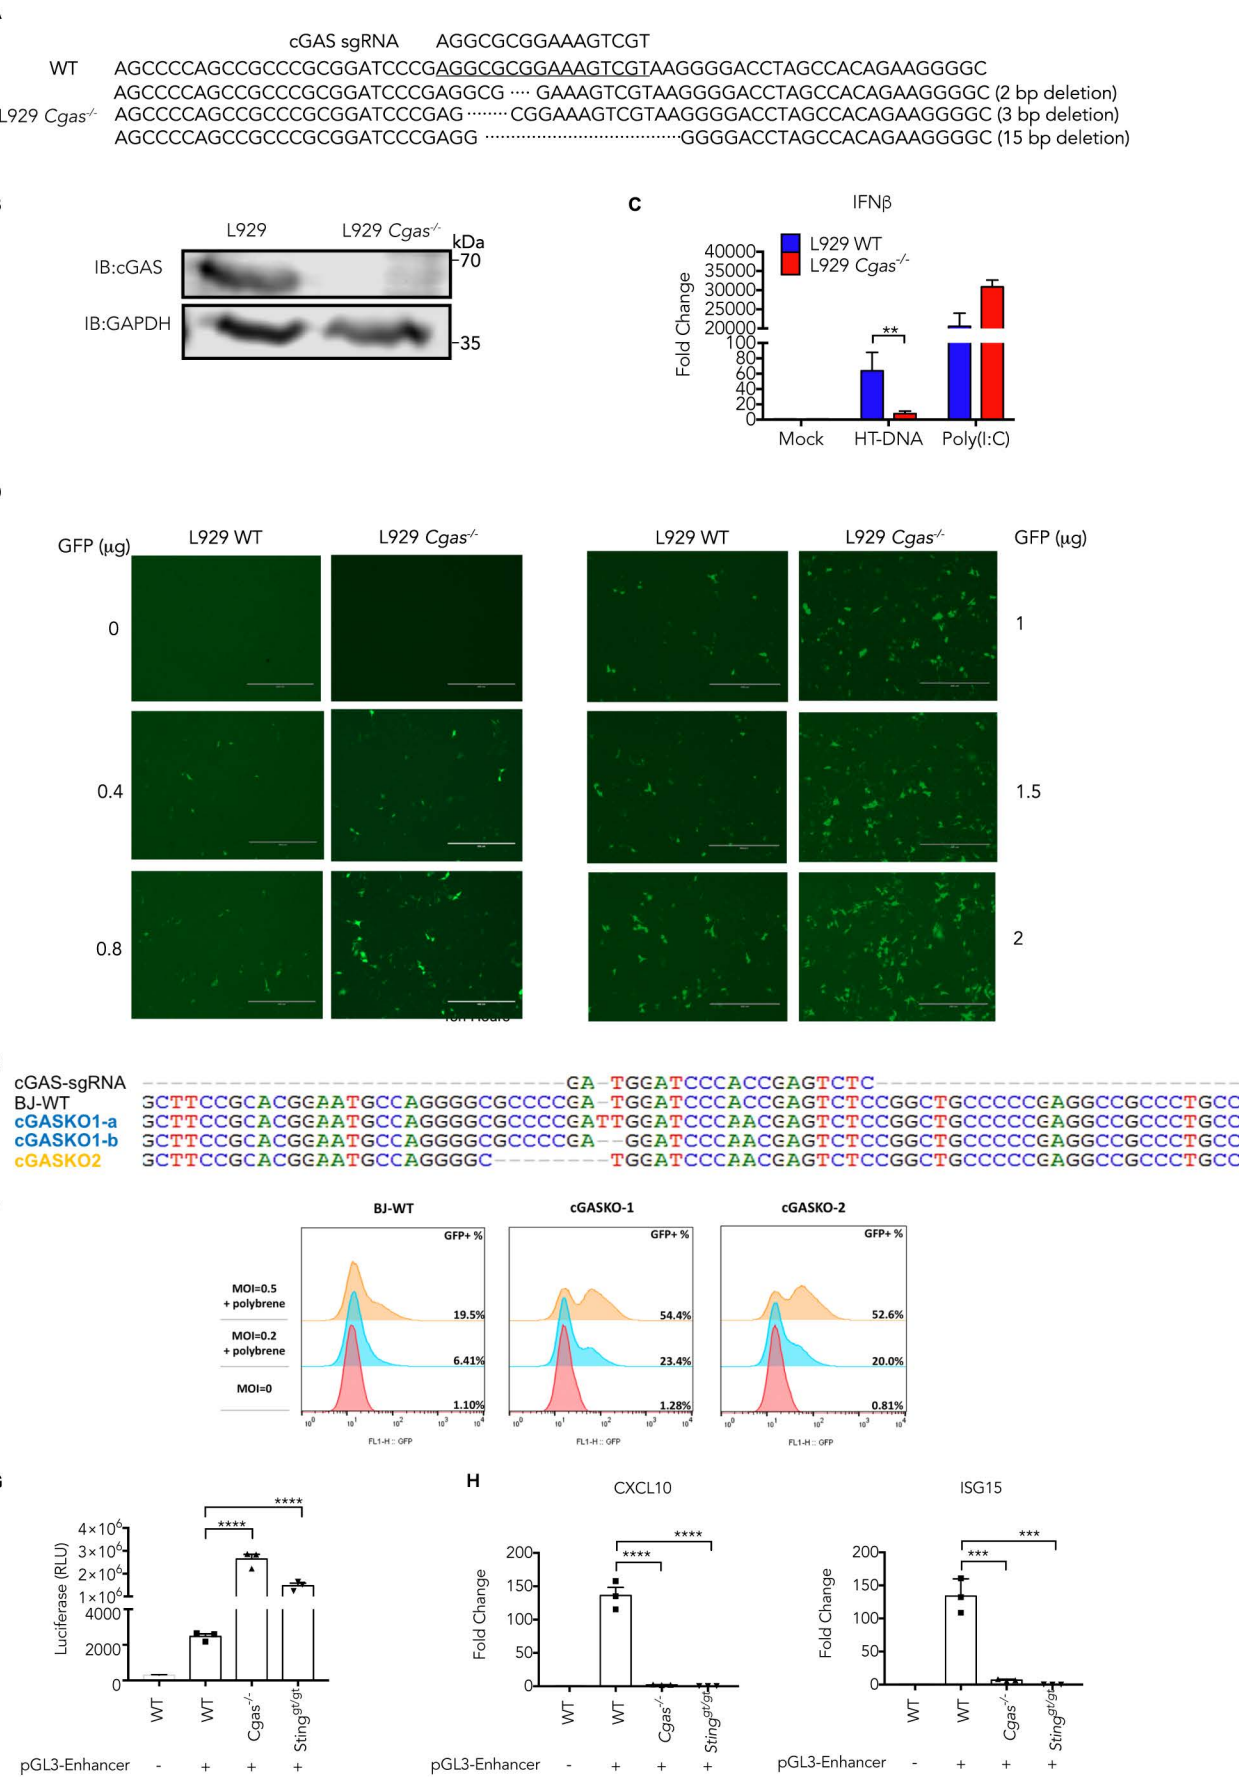

**Figure S1.** Related to Figure 1. **Knockout of cGAS enhances transgene expression.** **A)** Sequence analysis of *Cgas*<sup>-/-</sup> L929 cells. Three alleles of *Cgas* gene in L929 each has a frame-shift deletion. **B)** Western blot for cGAS and GAPDH protein levels in WT or *Cgas*<sup>-/-</sup> L929 cells. **C)** Wild-type or *Cgas*<sup>-/-</sup> L929 cells were transfected with HT-DNA or poly(I:C). Induction of IFN $\beta$  RNA was quantified by RT-qPCR. Data represent mean  $\pm$  SEM of 3 independent experiments. **\*\* $p < 0.01$**  (two-way ANOVA, Bonferroni's correction). **D)** Fluorescence microscopy of GFP expression 24 hours after transfection of wild-type and *cGAS*<sup>-/-</sup> L929 cells with increasing amount of pEGFP-N1 plasmid. **E)** Sequence analysis of *cGAS*<sup>-/-</sup> BJ-5ta (CRISPR) cells showing disruption of alleles. **F)** FACS analysis of GFP expression in wild-type or *cGAS*<sup>-/-</sup> BJ-5ta cells 48 hours after infection with lentivirus carrying GFP gene. **G and H)** Expression levels of luciferase (G), CXCL10 and Isg15 (H) following transfection of pGL3-Enhancer into lung fibroblasts from wild-type, *Cgas*<sup>-/-</sup>, or *Sting*<sup>gt/gt</sup> mice. Data represent mean  $\pm$  SEM of 3 independent experiments. **\*\*\* $p < 0.001$** , and **\*\*\*\* $p < 0.0001$**  (one-way ANOVA vs WT+ pGL3-Enhancer, with Dunnett's correction).

Figure S2

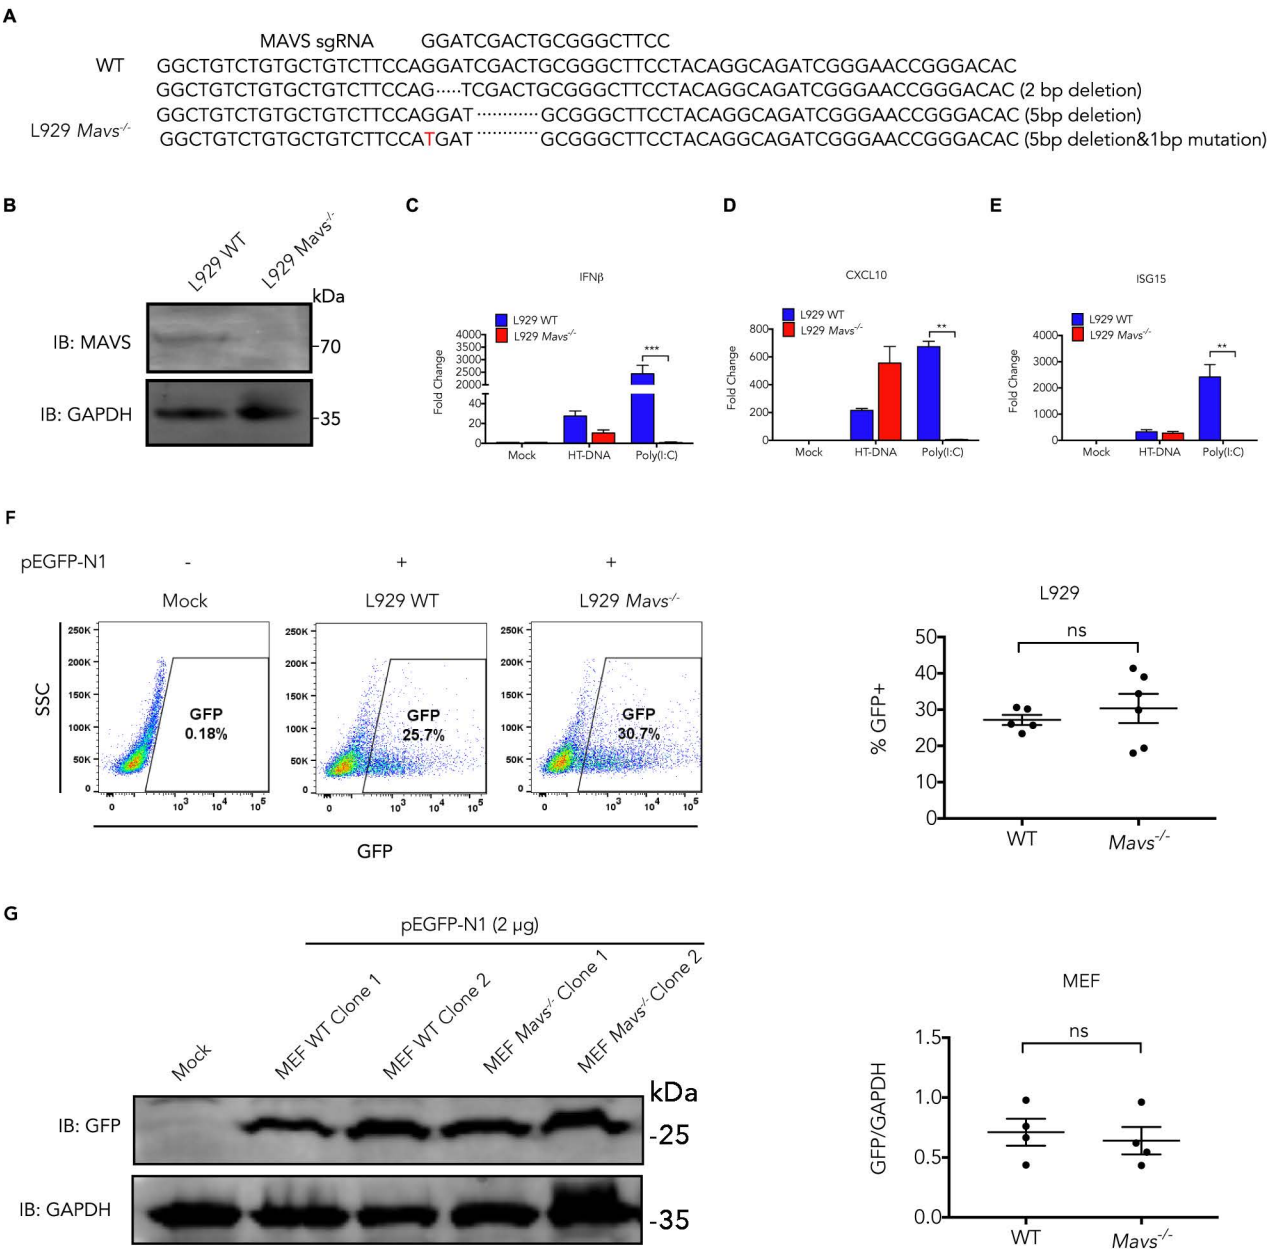

**Figure S2.** Related to Figure 1. **MAVS has no effect on expression of transfected genes.** **A)** DNA sequence analysis of *Mavs*<sup>-/-</sup> L929 cells. **B)** Western blot of MAVS protein in wild-type or *Mavs*<sup>-/-</sup> L929 cells. **C-E)** Wild-type or *Mavs*<sup>-/-</sup> L929 cells were stimulated with HT-DNA or poly(I:C), expression of IFN $\beta$ , CXCL10, and ISG15 were measured using RT-qPCR. Data represent mean  $\pm$  SEM. \*\* $p < 0.01$ , \*\*\* $p < 0.001$  (two-way ANOVA, Bonferroni's correction). **F)** Wild-type or *MAVS*<sup>-/-</sup> L929 cells were transfected with pEGFP-N1 plasmid; 48 hours later, GFP positive cells were analyzed using FACS. Right panel shows summary of multiple independent experiments (n=5). Ns: not significant by Student's *t*-test. **G)** pEGFP-N1 was transfected into primary MEFs from wild-type and *Mavs*<sup>-/-</sup> mice for 24 hours; EGFP protein was detected by Western Blot. Right panel shows quantification of GFP bands intensity from 4 independent experiments. Ns: not significant by Student's *t*-test.

**Figure S3**

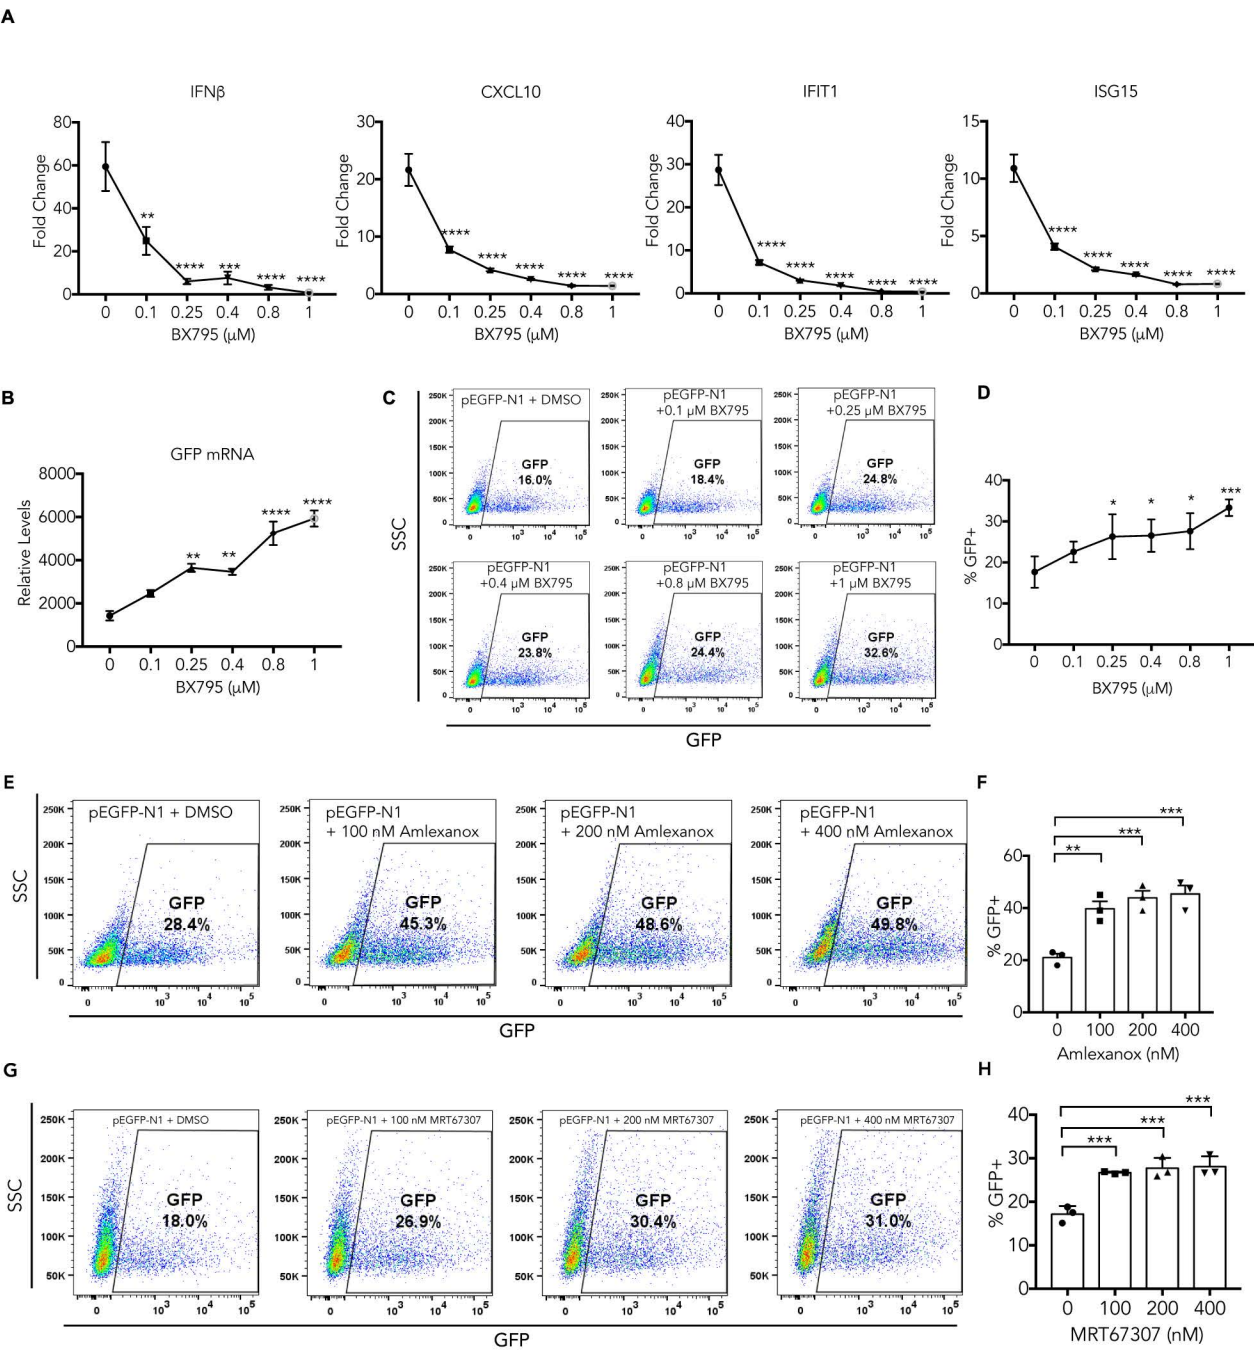

**Figure S3. Related to Figure 3. TBK1 inhibitors increase expression of transfected genes. A)** L929 cells treated with increasing concentrations of BX795 were transfected with pEGFP-N1. After 8 hours, RNA levels of IFN $\beta$ , ISGs were quantified using RT-qPCR. **B)** The same as in A), except mRNA levels of GFP were quantified using RT-qPCR 24 hours after transfection. **C)** The same as A), except GFP positive cells were analyzed using FACS 24 hours after transfection. **D)** Quantification of data in C). In A), B), and D) Data represent mean  $\pm$  SEM of 3 independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  (one-way ANOVA vs control, Dunnett's correction). **E)** L929 cells were treated with increasing concentrations of amlexanox and transfected with pEGFP-N1 plasmid. GFP expressing cells were analyzed by FACS 24 hours post transfection. **F)** Quantification and statistics of data in C). **G)** The same as E), except MRT67307 was used. **H)** Quantification and statistics of data in G). In F) and H), Data represent mean  $\pm$  SEM of 3 independent experiments. \*\* $p < 0.01$ , \*\*\* $p < 0.001$  (one-way ANOVA vs control, Dunnett's correction).

Figure S4

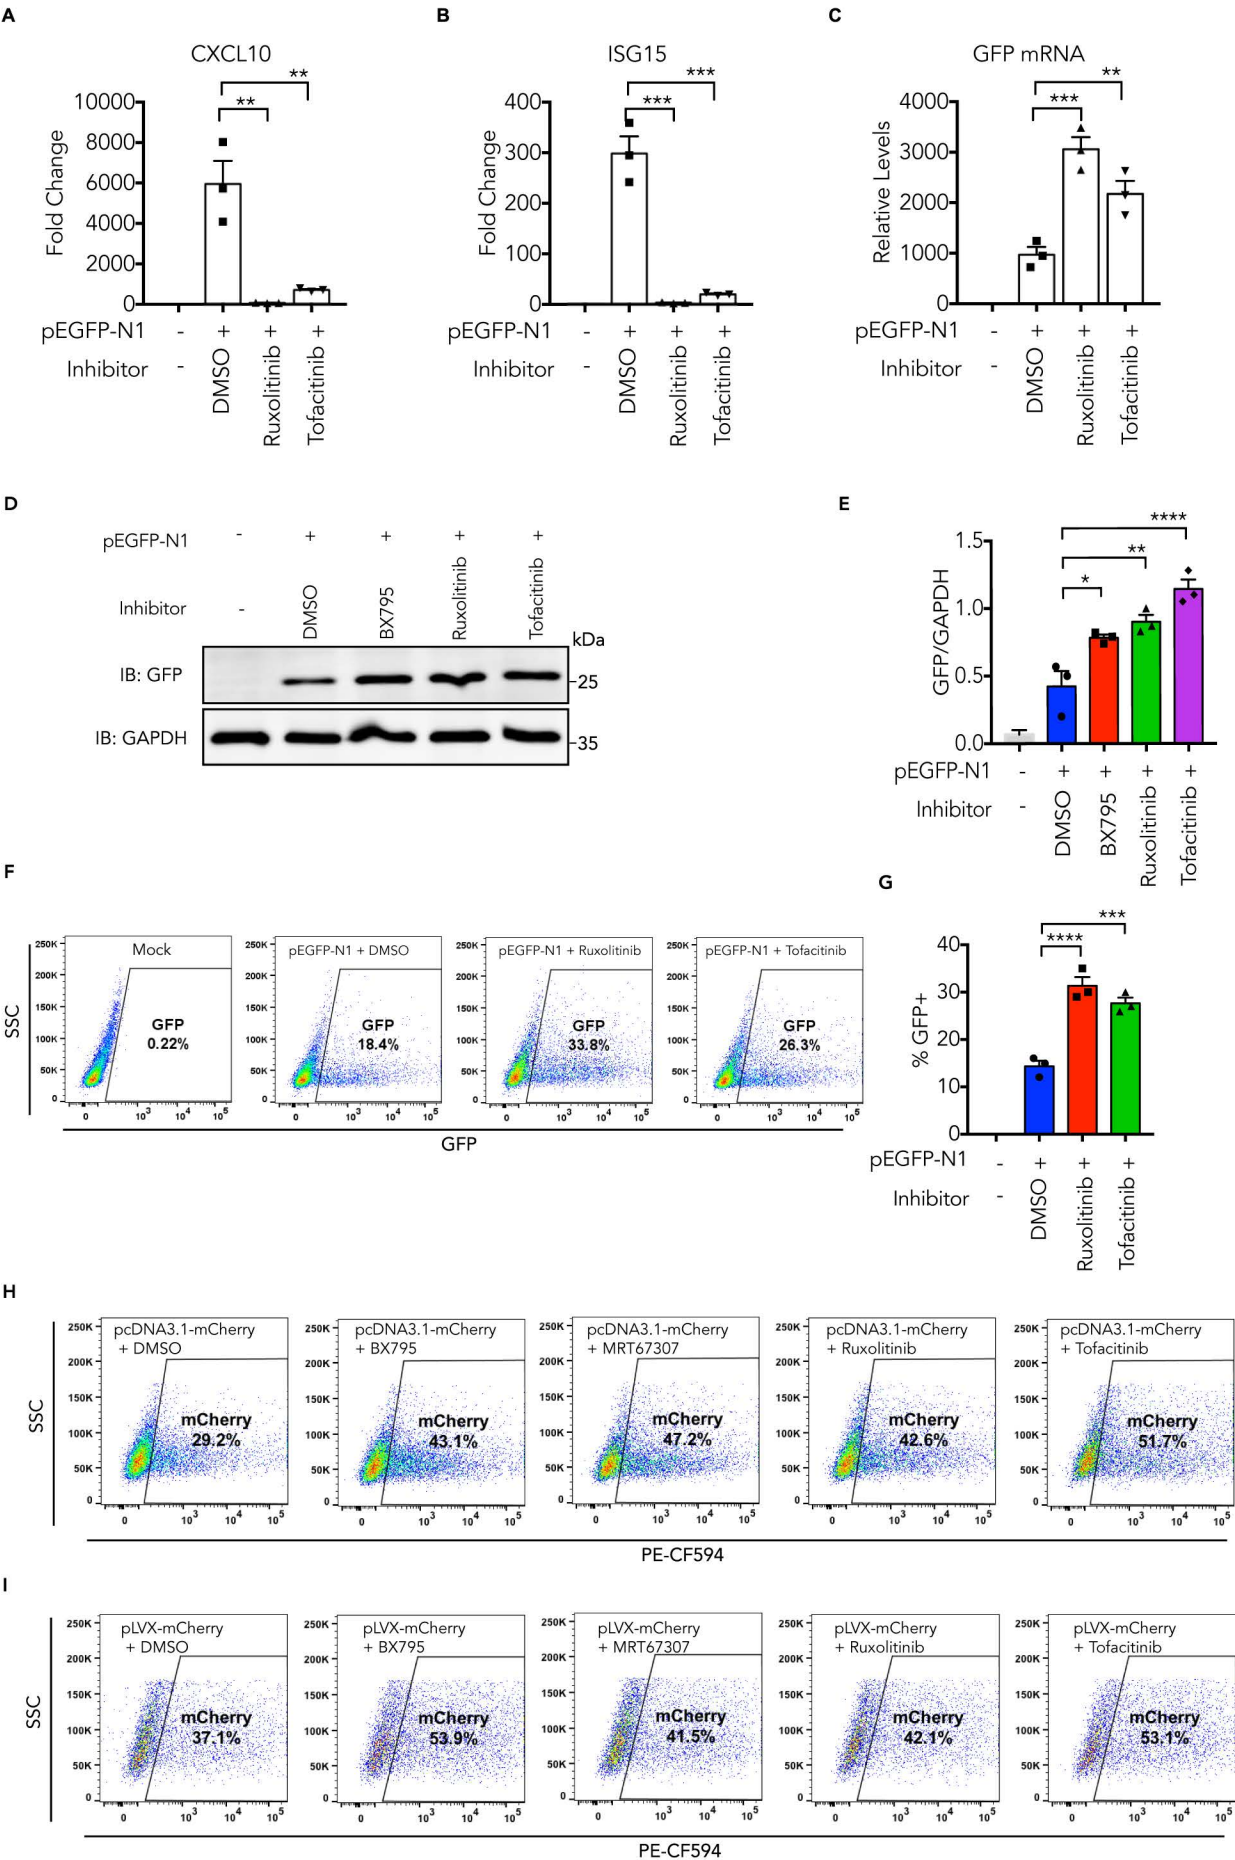

**Figure S4. Related to Figure 3. JAK inhibitors increase expression of transfected genes. A, B, C)**

L929 cells were treated with JAK inhibitor Ruxolitinib (5  $\mu$ M) or Tofacitinib (5  $\mu$ M) and transfected with pEGFP-N1 plasmid. 8 hours later, RNA levels of CXCL10 (A), ISG15 (B), and GFP were measured by RT-qPCR. **D)** Same as in A-C), except protein levels of GFP was analyzed by Western blot. **E)** Quantification of intensity of GFP bands in (D). **F)** Same as in A-C), except GFP positive cells were analyzed by FACS. **G)** Quantification of GFP positive cells in F). In A), B), C), E), and G), Data represent mean  $\pm$  SEM of >3 independent experiments.  $**p<0.01$ ,  $***p<0.001$ , and  $****p<0.0001$  (one-way ANOVA vs DMSO control, Dunnett's correction). **H)** L929 cells were treated with indicated inhibitors and transfected with pcDNA3.1-mCherry for 24 hours. mCherry positive cells were analyzed by FACS. **I)** BJ-5ta cells were treated with indicated inhibitors and transfected with pLVX-mCherry for 24 hours. mCherry positive cells were analyzed by FACS.

**Figure S5**

**A**

|                                |                                            |                                                                        |  |
|--------------------------------|--------------------------------------------|------------------------------------------------------------------------|--|
|                                | PKR sgRNA                                  | TAAATATACCTTGGACGCC                                                    |  |
| WT                             | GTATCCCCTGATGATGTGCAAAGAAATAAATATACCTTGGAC | GCCAGGTAAGCGGAGTTTGTCTAA                                               |  |
|                                | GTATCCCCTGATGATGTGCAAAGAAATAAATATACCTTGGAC | .....CAGGTAAGCGGAGTTTGTCTAA (2 bp deletion)                            |  |
| L929 <i>Pkr</i> <sup>-/-</sup> | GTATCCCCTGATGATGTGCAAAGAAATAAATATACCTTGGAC | <b>C</b> GCCAGGTAAGCGGAGTTTGTCTAA (1 bp insertion)                     |  |
|                                | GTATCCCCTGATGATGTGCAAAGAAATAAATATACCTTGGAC | <b>TA</b> ..... <b>GAC</b> GCCAGGTAAGCGGAGTTTGTCTAA (109 bp insertion) |  |

**B**

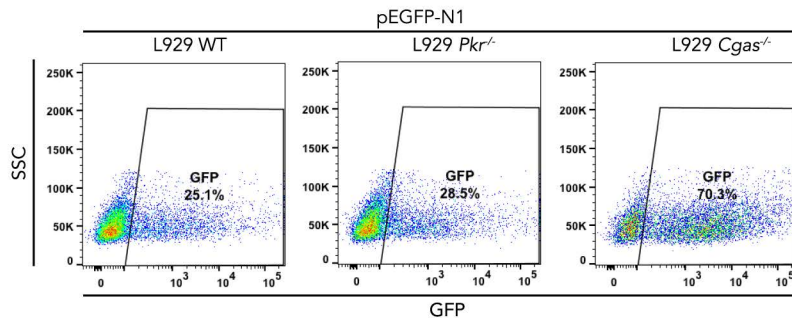

**C**

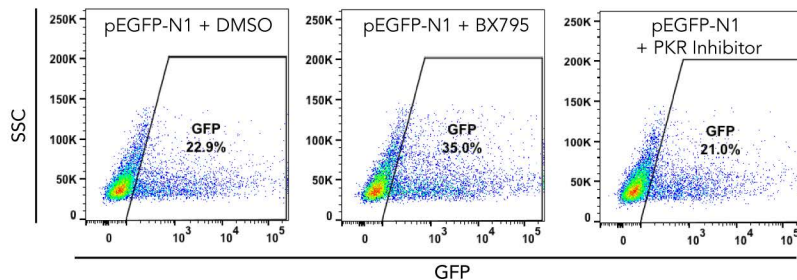

**Figure S5. Related to Figure 4. PKR has no effect on transgene expression.** **A)** Sequence analysis of *Pkr*<sup>-/-</sup> L929 cells. **B)** FACS analysis of GFP positive cells in wild-type, *Cgas*<sup>-/-</sup> or *Pkr*<sup>-/-</sup> L929 cells, 24 hours after transfection with pEGFP-N1 plasmid. **C)** L929 cells were treated with BX795 (0.5  $\mu$ M) or PKR inhibitor (5  $\mu$ M) and transfected with pEGFP-N1 plasmid. 24 hours later, GFP positive cells were analyzed by FACS.

# Figure S6

**A**

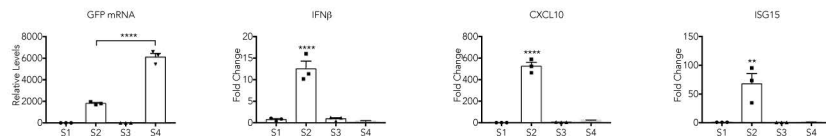

**B**

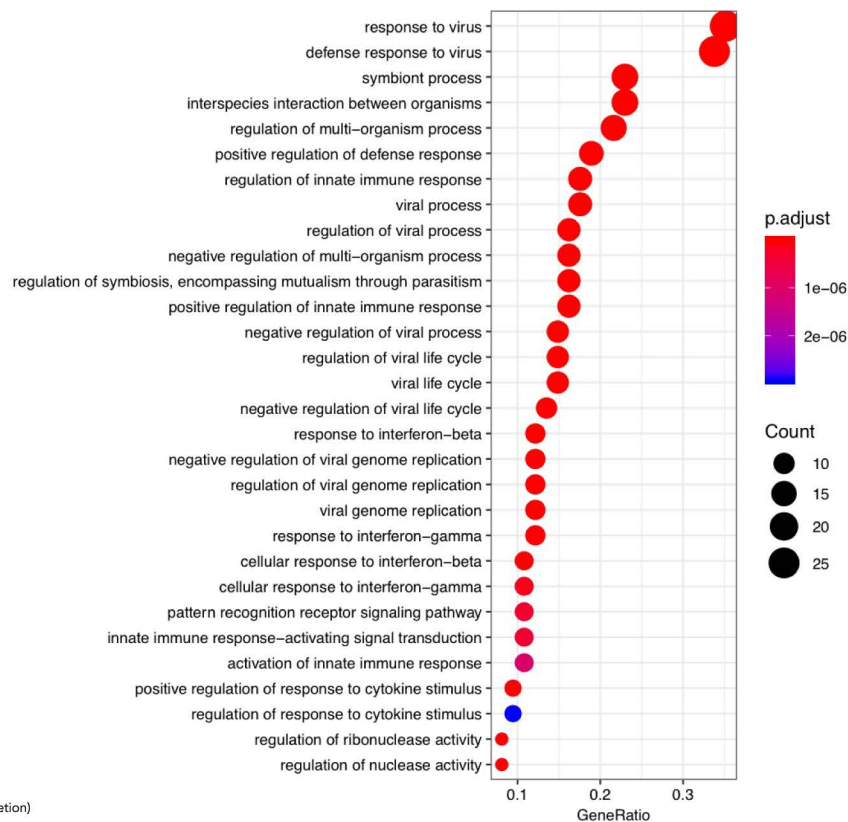

**C**

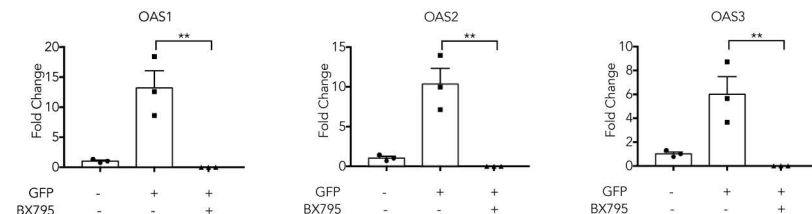

**D**

|                          |                                                                             |                                                     |                 |
|--------------------------|-----------------------------------------------------------------------------|-----------------------------------------------------|-----------------|
|                          | OAS1 sgRNA                                                                  | GACA                                                | CGTGTTCGCGATGCA |
| WT                       | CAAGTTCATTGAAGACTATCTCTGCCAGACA                                             | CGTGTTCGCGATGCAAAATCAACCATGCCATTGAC                 |                 |
| BJ OAS1 <sup>-/-</sup>   | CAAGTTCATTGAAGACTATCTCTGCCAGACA                                             | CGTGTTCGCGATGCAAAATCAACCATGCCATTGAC (1bp insertion) |                 |
|                          | CAAGTTCATTGAAGAC                                                            | CAACCATGCCATTGAC (35bp deletion)                    |                 |
|                          | OAS2 sgRNA                                                                  | GGACGGAAACAGTCTTAAG                                 |                 |
| WT                       | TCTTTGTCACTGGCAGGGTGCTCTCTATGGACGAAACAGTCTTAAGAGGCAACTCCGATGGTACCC          |                                                     |                 |
| BJ OAS2 <sup>-/-</sup>   | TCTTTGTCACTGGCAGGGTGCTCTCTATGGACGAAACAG                                     | AGGCAACTCCGATGGTACCC (7bp deletion)                 |                 |
|                          | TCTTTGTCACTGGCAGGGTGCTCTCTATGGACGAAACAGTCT                                  | AAGAGGCAACTCCGATGGTACCC (1bp deletion)              |                 |
|                          | OAS3 sgRNA                                                                  | CGGGTGCTGAAAACGTGCAA                                |                 |
| WT                       | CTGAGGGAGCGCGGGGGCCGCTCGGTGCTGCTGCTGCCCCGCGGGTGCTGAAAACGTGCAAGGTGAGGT       |                                                     |                 |
| BJ OAS3 <sup>-/-</sup>   | CTGAGGGAGCGCGGGGGCCGCTCGG                                                   | TGCTGAAAACGTGCAAGGTGAGGT (17bp deletion)            |                 |
|                          | CTGAGGGAGCGCGGGGGCCGCTCGGTGC                                                | TGCTGAAAACGTGCAAGGTGAGGT (14 bp deletion)           |                 |
|                          | RNaseL sgRNA                                                                | TTTGAGGCGAAAGACAAAGG                                |                 |

**Figure S6. Related to Figure 4.** **A)** RT-qPCR measurement of mRNA levels of GFP, IFN $\beta$ , Cxcl10, and ISG15 in samples used for RNAseq in Fig 4A. **B)** Gene ontology enrichment analysis. **C)** BJ-5ta wild-type cells were treated with the TBK1 inhibitor BX795 and transfected with pEGFP-N1 plasmid. Induction of indicated OAS1, OAS2, OAS3 were measured by RT-qPCR. **D)** Sequence analysis of *OAS1*<sup>-/-</sup>, *OAS2*<sup>-/-</sup>, *OAS3*<sup>-/-</sup>, and *RNaseL*<sup>-/-</sup> BJ-5ta cells. In A) and C), data represent mean  $\pm$  SEM. \*\**p*<0.01, \*\*\*\**p*,0.0001 (one-way ANOVA with Dunnett's correction).

**Figure S7**

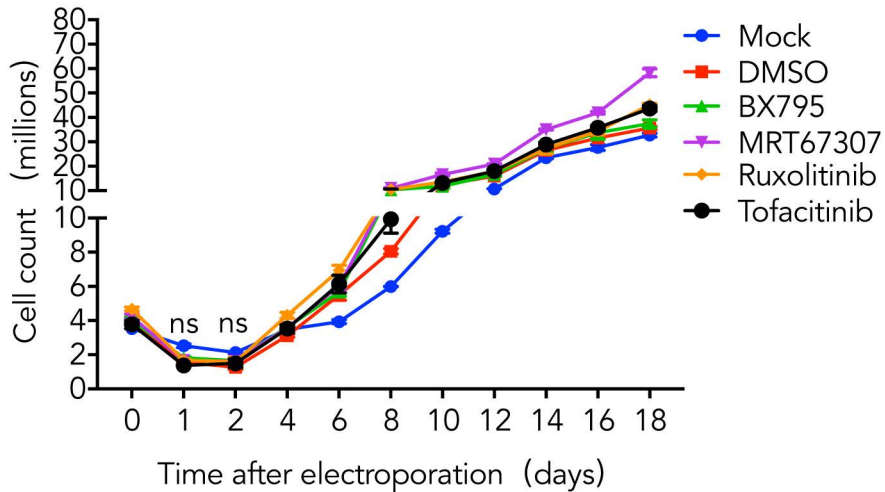

**Figure S7. Related to Figure 6. Effect of inhibitors on cell growth of T cells after electroporation.**

CD3<sup>+</sup> T cell proliferated from human peripheral blood were treated with indicated inhibitors (as in Fig. 6A) and electroporated with pEGFP-N1 plasmid. Live cells were counted on indicated days.

**Figure S8**

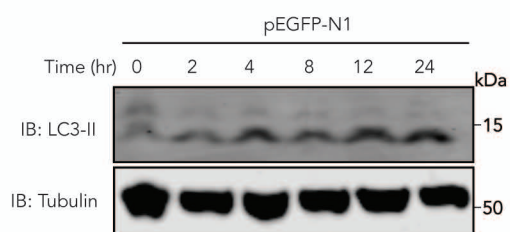

**Figure S8. Related to Figure 4. Plasmid transfection induces autophagy.** BJ-5ta cells were transfected with pEGFP-N1 with lipofectamine method for indicated time; lipidation of LC3 (LC3-II) was detected using Western blot.

## Transparent Methods

### Reagents and mice

Plasmid DNA pEGFP-N1 and pLVX-mCherry were obtained from Clontech Takara (Shiga, Japan). Plasmid pcDNA3.1-mCherry was obtained from Addgene (United States). The CMV promoter was cloned into pGL3-Enhancer (Promega, United States). This plasmid and plasmid pCMV - Renilla were used as vectors for measurement of luciferase activity. Purified mouse IFN $\beta$  was purchased from ProSpec-Tany Technogene (United States). LEAF<sup>TM</sup> Purified anti-mouse IFNAR-1 antibody was purchased from Biolegend (United States). The following chemicals were used and dissolved in dimethylsulfoxide (DMSO): BX795 and MRT67307 (Selleck Chemicals, United States), Amlexanox (Invivogen, United States), Ruxolitinib and Tofacitinib (Apexbio Technology, United States), C-176 and C-178 (Biovision, United States).

Mouse anti-GFP 1E10H7 monoclonal antibody (1:1000; Proteintech),  $\alpha$ -Tubulin Antibody (1:1000, Cell Signaling Technology), mouse anti-GAPDH 1E6D9 monoclonal antibody (1:1000; Proteintech), rabbit anti-OAS1 polyclonal antibody (1:500; Proteintech), rabbit anti-OAS2 H-180 polyclonal antibody (1:500; Santa Cruz), rabbit anti-OAS3 polyclonal antibody (1:1000; Proteintech), rabbit anti-RNaseL (1:500, Proteintech) were used to detect EGFP, GAPDH, Tubulin, OAS1, OAS2, OAS3, and RNaseL. cGAS Antibody (mouse specific) (1:1000, Cell Signaling Technology), MAVS Antibody (Rodent Specific) (1:1000, Cell Signaling Technology) and LC3B Antibody (1:1000, Cell Signaling Technology) was used to detect cGAS, MAVS, LC3B. IRDye 800CW goat anti-rabbit IgG and IRDye 800CW goat anti-mouse IgG were purchased from LI-COR Biosciences (United States).

Mice. *Cgas*<sup>-/-</sup>, *Sting*<sup>gt/gt</sup>, *Mavs*<sup>-/-</sup> mice were from the Jackson laboratory. *Cgas*<sup>-/-</sup>, *Sting*<sup>gt/gt</sup> were maintained on a C57BL/6J background. *Mavs*<sup>-/-</sup> mice were maintained on a B6/129 background. C57BL/6 mice were purchased from SLAC Laboratory Animal LLC (Shanghai, China). Mice were bred and maintained under specific pathogen-free conditions in the Animal Center of Fujian Normal University. All research and animal care procedures were approved by the Animal Ethical and Welfare Committee of Fujian Normal University.

### Cell lines, Primary Cells and Cell Culture

The cell lines including L929, BJ-5ta cells, Raw-264.7 cells; primary mouse embryonic fibroblasts (MEFs, mixed male and female), primary mouse lung fibroblasts (female), were

cultured in DMEM (Hyclone, United States) supplemented with 10% fetal bovine serum (FBS) (Gibco, United States) plus antibiotics at 37°C in an atmosphere of 5% (v/v) CO<sub>2</sub>. Primary MEFs were prepared from day 13.5 embryos of C57BL/6 mice and seeded into 10 cm<sup>2</sup> cell culture dishes. In the following day, cells were split 1:3 and continued culture until reaching confluency for later use. To isolate primary lung fibroblasts, lung tissues from 6-8 weeks old female mouse were minced and digested in 5 ml of DMEM with 0.1% collagenase D (Roche, Switzerland) and 0.25% trypsin (Gibco, Thermo Fisher, United States) at 37°C for 45-60 min. After washing with DMEM, cells were seeded and cultured in a 10 cm<sup>2</sup> cell culture dish in 12 ml DMEM containing 10% FBS and antibiotics.

### **Cell transfection by Lipofectamine 2000 or electroporation**

Cells were transfected with plasmid pEGFP-N1, pGL3-Enhancer, pCMV-Renilla, pcDNA3.1-mCherry or pLVX-mCherry using the Lipofectamine 2000 Reagent (Thermo Fisher, CA, United States) according to the manufacturer's instructions. Cells were electroporated using a Cellectrix electroporator 1500A (Cellectrix, Taizhou, China) as follows: 1x10<sup>6</sup> cultured T cells were suspended in an electroporation tube with 20 µl specific medium (provided by Cellectrix) containing 3 µg plasmid DNA, and then cells were electroporated at 400V, 20 ms. PBMCs were electroporated at 840V, 20 ms. Cells were cultured for indicated periods after transfection or electroporation, and used for immunoblotting, flow cytometry, and RNA extraction.

### **RNA isolation and real-time PCR**

Total RNA was extracted using Trizol reagent (Thermo Fisher, CA, United States) from cells according to the manufacturer's instruction. cDNA was generated using the PrimeScript™ II 1st Strand cDNA Synthesis Kit (Takara, Shiga, Japan). Quantitative real-time PCR (qPCR) was performed in triplicates using SYBR® Premix Ex Taq™ Mix (Takara, Shiga, Japan) and QuantStudio™ 6 Real-time PCR Instrument (Thermo Fisher, CA, United States). Relative expression levels were normalized to the levels of HPRT1 or RP13a. 2<sup>-ΔΔCt</sup> method was used to calculate relative expression changes.

qPCR was performed using the following primers:

| Gene   | Forward Primer         | Reverse Primer          |
|--------|------------------------|-------------------------|
| mHPRT  | CAGTCCCAGCGTCGTGATTAG  | AAACACTTTTTCCAAATCCTCGG |
| mIFNβ  | TCCGAGCAGAGATCTTCAGGAA | TGCAACCACCACTCATTCTGAG  |
| mIFIT1 | TGGCCGTTTCCTACAGTT     | TCCTCCAAGCAAAGGACTTC    |

|         |                           |                         |
|---------|---------------------------|-------------------------|
| mISG15  | CTGAAGAAGCAGATTGCCCAAGAAG | CGCTGCAGTTCTGTACCACTAGC |
| mCXCL10 | GCCGTCATTTTCTGCCTCA       | CGTCCTTGCGAGAGGGATC     |
| EGFP    | AGTCCGCCCTGAGCAAAGA       | TCCAGCAGGACCATGTGATC    |
| hRP13a  | CGAGGTTGGCTGGAAGTACC      | CTTCTCGGCCTGTTTCCGTAG   |
| hOAS1   | CAAGCTCAAGAGCCTCATCC      | TGGGCTGTGTTGAAATGTGT    |
| hOAS2   | AGAAGCCAACGTGACATCCT      | CAAGGGACTTCTGGATCTCG    |
| hOAS3   | GTCAAACCCAAGCCACAAGT      | GGGCGAATGTTCAAAAGTT     |
| hCXCL10 | TGGCATTCAAGGAGTACCTC      | TTGTAGCAATGATCTCAACACG  |

### Western blot analysis

After drug treatments for indicated periods, cells were transfected with plasmid pEGFP-N1. At the various time points post-transfection, the medium was removed and the cells were collected in lysis buffer [50 mM Tris-Cl, PH 7.5, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10% Glycerol, 0.5% NP40] containing protease and phosphatase inhibitors (Thermo Fisher, CA, United States) and incubated at 4°C for 10 min. Cell lysates were centrifuged at 14,000 rpm at 4°C for 5 min, and the supernatants were collected. Total protein concentrations were determined by BCA protein assay kit (Thermo Fisher, CA, United States). Equal amounts of proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and were transferred onto a polyvinylidene difluoride membrane (Thermo Fisher, CA, United States). The membranes were blocked with 5% BSA in Tris-buffered saline for 1 hour at room temperature, followed by incubation with the primary antibody. After incubation with IRDye 800CW goat anti-rabbit IgG or goat anti-mouse IgG second antibody, the reactive bands were detected on the Odessey CLx Imaging systems (LI-COR, Biosciences, United States). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) or tubulin were used as loading control. The protein expression levels were determined by fluorescent intensity as analyzed with NIH Image J software.

**Culture and proliferation of human T cells:** Human blood samples were obtained from Fujian Normal University Clinics with the consent agreements with the healthy human volunteers, which was approved by the FJNU ethnic committee. PBMC was isolated by Ficoll gradient (GE life sciences, United States) from healthy blood donors and cultured in X-VIVO™ 15 Serum-free Hematopoietic Cell Medium (Lonza, United States) and activated with 1000 U/ml human IL-2 (T&L Biological Technology, China) and 2µg/ml human CD3/CD28 antibodies (T&L Biological Technology, China) for 6 days. Afterwards cells were fed with fresh X-VIVO™ 15 media and 500

U/ml human IL-2 every 2 days. Totally 10 days later, cells were counted and their phenotypes (CD45+CD3) were confirmed with FACS.

### **Flow Cytometry Analysis**

EGFP-expressing cells were determined quantitatively by an FACS Aria III cell sorter or BD FACSymphony™ system (Becton Dickinson, CA, United States). All samples were suspended in PBS and filtered to 70 µm nylon mesh filter just prior to analysis. Voltage and gain settings were 300 and 1.00 in log mode for FL1 (green fluorescence) readings, respectively. For surface staining, samples were incubated with antibodies in staining buffer for 30 min at 4°C. Antibodies used for staining were: Fixable viability stain 450, CD3-APC, CD69-APC Cy7, CD62L-PE (BD Biosciences). Typically, 10,000 cells were analyzed per sample. For analysis of EGFP expression in PBMC, cells transfected for 24 hours were first gated on FSC/SSC to identify lymphocytes population, which is further gated for live cells using FVS-BV450 followed by GFP gating to evaluate population of transfected cells. Cell were sequentially gated for CD3+ → CD69-CD62L+ → GFP+ for analysis of EGFP expression in resting T cells. All cell acquisition was performed using a BD FACSymphony™ system (Becton Dickinson, CA, United States). Data acquisition and analysis were performed using the flowjo software from BD (Becton Dickinson, CA, United States).

### **RNA-seq Analysis**

Total RNA was isolated as described above, and cDNA library construction and sequencing were performed by BGI Genomics (BGI-SHENZHEN, China) using BGISEQ-500 platform. High-quality reads were aligned to the Mus\_musculus reference genome (Mus musculus GRCm38.p5) using Bowtie2 (version:2.2.5, parameters: -q --phred64 --sensitive --dpad 0 --gbar 99999999 --mp 1,1 -np 1 --score-min L,0,-0.1 -p 16 -k 200). The expression levels for each of the genes were normalized to fragments per kilobase of exon model per million mapped reads (FPKM) using RNA-seq by Expectation Maximization (RSEM) (version:1.2.12, default parameters). 

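RSEM assigns a read that aligns to several genes in fractions, by the expression it estimates for each of them, and the alignments passed to it could hold up to 200 per read. The FPKM of a gene with a near-identical copy therefore depends on that division. Of the genes shown in Figure 4A, Trim34b shared 70.2% of its 31-mers with another gene, Apol9b 63.2%, Sp110 56.0% and Ifit3 55.6%. The smallest FPKM above 0 was 0.01, and 0 genes were at 0 in every library. Between 2806 and 3239 genes were listed at 0 in a library. The 10 genes with the highest FPKM took between 6.14% and 6.94% of a library's total.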

For the identification of differentially expressed genes (DEGs), we used PossionDis, which is developed by BGI Genomics, implementing the passion distribution method. A false discovery rate (FDR) cutoff of 0.001 and a log-fold change (LogFC) threshold of 2 were implemented to filter the significantly different genes. The genes with  $\logFC \geq 2$  and  $\logFC \leq -2$  with  $FDR \leq 0.001$  between two treatment conditions were determined to be up-regulated and down-regulated genes. 

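PossionDis compares read counts, which FPKM does not keep, so these thresholds were applied to limma's test of log2(FPKM + 1). Between BX795 and mock, 0 genes were up-regulated and 0 down-regulated, and 1442 genes had an unadjusted p under 0.05 (1835 with the replicate block). Between BX795 plus pEGFP-N1 and BX795 there were 0 genes in either direction and 579 genes at an unadjusted p under 0.05 (1123 with the block). On simulated data with the same spread and number of libraries, in which 200 genes were changed, 93 of those changed by 2 on the log2 scale and 195 of those changed by 3 passed both thresholds. Cxcl10, Isg15 and Ccl5 did not pass over mock with log2 fold changes of 4.65, 3.56 and 5.10. Their standard errors were 1.44, 1.51 and 2.13. For genes with such a spread the simulated counts do not show that a change would be found.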

For Gene Ontology (GO) analysis, clusterProfiler (version 3.6.0) R package (version 3.4.4)

was used to test the statistical enrichment of marker genes in KEGG pathways; GO terms with corrected P value less than 0.05 were considered significantly enriched by marker genes.

### **Generation of Gene Knockout Cells using CRISPR/Cas9 technology**

To knock out the targeted genes, the specific sgRNAs were designed using the website <http://crispr.mit.edu/> and were inserted into pPX459 as described previously (Cong et al., 2013; Mali et al., 2013). 2 µg of the recombinant plasmids containing the specific target sgRNAs (as indicated in the corresponding figures) were used for transfection or electroporation as described above. Forty-eight hours post transfection or electroporation, the cells were cultured in the presence of puromycin (8 µg/ml for L929 cells or 0.5 µg/ml for BJ-5ta cells). After 3 days, the medium was replaced with fresh medium without puromycin and culture were continued until cells reached confluency. The cells were then trypsinized and cloned by limited dilution. Single-cell clones were selected for conducting further experiments.

### **Immunoprecipitation**

BJ-5ta cells or L929 cells were transfected with pCMV-RNaseL-Flag for 24 hours, then gently lysed with lysis buffer [50 mM Tris-Cl, PH 7.5, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10% Glycerol, 0.5% NP40] containing protease and phosphatase inhibitors (Thermo Fisher, CA, United States) and incubated at 4°C for 10 min. Cell lysates were centrifuged at 14,000 rpm at 4°C for 5 min, and the supernatants were collected. The supernatant was incubated with 10 µL Anti-FLAG® M2 Magnetic Beads (Millipore, Germany) at 4°C for 3 hrs. The immunoprecipitated complexes were washed five times and eluted with 30 µL lysis buffer supplemented with protease and phosphatase inhibitors (Thermo Fisher, CA, United States). 10 µL elution were heated at 95°C for 10 min in 1 X SDS/sample buffer supplemented with 5% β-mercaptoethanol and used for western blot analysis. The elution were measured for RNaseL activity immediately.

### **Assay of RNaseL activity**

The assay of RNaseL activity was performed basically as previously described (Townsend et al., 2008). Briefly, a labeled RNA probe was derived from a 36-nt intergenic sequence of respiratory syncytial virus (RSV) (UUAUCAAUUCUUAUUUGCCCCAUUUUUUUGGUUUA) with a fluorophore (6FAM) at the 5' terminus. The elution of RNaseL protein was incubated with 100 nM RNA probe at room temperature in the dark for 1.5 hrs. The reactions products were examined

by TBE electrophoresis with 5 × Novex Hi-Density TBE Sample Buffer (Thermo Fisher, United States).

### **Statistical analysis**

All statistical analysis was performed using GraphPad Prism software (GraphPad, La Jolla, CA, United States). Details were described in figure legends.

### **Supplemental References**

Cong, L., Ran, F.A., Cox, D., Lin, S., Barretto, R., Habib, N., Hsu, P.D., Wu, X., Jiang, W., Marraffini, L.A., *et al.* (2013). Multiplex genome engineering using CRISPR/Cas systems. *Science* 339, 819-823.

Mali, P., Yang, L., Esvelt, K.M., Aach, J., Guell, M., DiCarlo, J.E., Norville, J.E., and Church, G.M. (2013). RNA-guided human genome engineering via Cas9. *Science* 339, 823-826.

Townsend, H.L., Jha, B.K., Han, J.Q., Maluf, N.K., Silverman, R.H., and Barton, D.J. (2008). A viral RNA competitively inhibits the antiviral endoribonuclease domain of RNase L. *RNA* 14, 1026-1036.

How the deposited data were processed for this re-analysis (not part of the article)

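RNA was measured in L929 cells by RNA-seq, with 3 libraries in each of 4 groups: mock, pEGFP-N1, BX795, and BX795 plus pEGFP-N1. The authors aligned BGISEQ-500 reads to the mouse genome with Bowtie2 2.2.5, keeping up to 200 alignments per read, and estimated FPKM per gene with RSEM 1.2.12 at default settings. The values the authors deposited are FPKM rounded to 2 decimals, with genes named by Entrez identifiers. Of the 17571 identifiers, 17450 were found in the RefSeq table of gene names and 121 were not. Which annotation the authors used, and which genes were left out of the table, is not stated in the paper's text. All 12 columns of values were used. The condition and replicate number of each library were taken from its labels and the names of the groups in Figure 4A. The replicate numbers that pair the libraries come from the labels, and the paper's text does not say whether libraries with the same number were processed together.

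Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3 were used. Expression was analysed as log2(FPKM + 1) with limma 3.58.1 (linear model with 4 group means, contrasts, and empirical Bayes moderation with a trend on mean expression) for the 10412 genes with an FPKM of at least 1 in at least 3 libraries. The contrasts were pEGFP-N1 minus mock, BX795 minus mock, BX795 plus pEGFP-N1 minus BX795, BX795 plus pEGFP-N1 minus pEGFP-N1, pEGFP-N1 minus BX795, and the difference between the plasmid effects without and with BX795. The thresholds were those of the paper's methods, a false discovery rate of at most 0.001 and a log2 fold change of at least 2, and those of the legend of Figure 4A, a p under 0.05 and a 2-fold increase over each of the other 3 groups. The legend does not say whether its p is adjusted, and it was read here as an adjusted p, with a log2 fold change of at least 1 and with the unadjusted p as an alternative. Single genes were also compared between groups of 3 libraries by two-sided exact permutation tests, whose smallest possible p is 0.1. The genes named are those the paper names and those in Figure 4A. The rule set for further genes, up to 5 in each direction past the thresholds of the methods in each of the 4 pairwise comparisons, added none because 0 genes passed. The genes passing the looser thresholds were named after their values were seen. Coordinates are from the GENCODE annotation of GRCm38, found for 16983 genes.

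On simulated data with the real genes and residual spread, in which 200 of 10412 genes were changed by 1, 2 or 3 on the log2 scale, 94.5%, 98.0% and 99.0% of the changed genes were called at an adjusted p under 0.05, and 2.07%, 3.45% and 5.26% of the calls were false. These rates need not hold for single genes with a wide spread between libraries, such as Cxcl10.

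The design, the thresholds and the alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter on a mean FPKM of at least 5, FPKM rescaled to TPM, division by the 75th percentile, quantile normalization, limma without the trend, a fit of only the groups compared, the replicate number as a block, each library left out in turn, and the other pair of thresholds. The set tests with camera, the calls at an adjusted p under 0.05 of any size, and the tests of explanations were chosen after the data were seen.

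FPKM holds no read totals, so the depth of each library is unknown. Low genes were examined for steps of single reads. In 270 genes listed at 0 in at least 4 libraries, 35.2% of the 420 values above a gene's smallest lay within 0.1 of a whole multiple of it, so whole reads were not recovered. Over 65 genes whose smallest step was at least 0.1 FPKM, the median of the smallest steps, relative to the gene's median over libraries, was 1 in 11 libraries and 1.05 in BX795 plus pEGFP-N1 replicate 3. This check was set up in 3 ways and the minimum of 0.1 FPKM was the way kept. Since the test was chosen for FPKM, methods for read counts were not used. The EGFP transcript, Oas1b and Irf3 were not analysed here.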

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

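The tests of explanations in this part were chosen after the result was seen. The paper does not report genes that change with BX795 in cells without plasmid. Between the libraries labelled BX795 and those labelled mock, 7 genes had an adjusted p under 0.05 in limma, where 1442 had an unadjusted p under 0.05 and 521 would by chance. The genes were named after their values were seen. With the replicate block there were also 7, of which 6 were called in both fits. Tlr2, Ccl2, Gm40378 and Tapbp were higher with BX795, and Errfi1, Epha2 and Abca1 were lower. Tlr2 was at 6.37, 6.37 and 6.19 FPKM in mock and at 21.97, 14.0 and 14.8 FPKM with BX795 (log2 fold change 1.27, limma adjusted p = 0.0110, and 0.0221 with the replicate block), higher in 3 of 3 libraries. Errfi1 was at 27.7, 24.5 and 26.1 FPKM in mock and at 14.8, 15.2 and 14.8 FPKM with BX795 (log2 fold change -0.77, limma adjusted p = 0.0110, and 0.00915 with the replicate block), lower in 3 of 3 libraries. By chance, 10% of genes separate 3 libraries from 3 without overlap.

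For bias by GC content and gene length, the trends with both were removed from each library for the 98.6% of tested genes that have a transcript in the annotation. After that, 6 of the called genes were called again, out of 12 calls (23 with the replicate block), and Gm40378, the gene without a transcript, could not be examined. For scaling between libraries, all 7 genes were called again under each of FPKM rescaled to TPM, the 75th percentile and quantile normalization. Of the 4 splits of the 6 libraries that part the pairs with the same replicate number, the real split included, 1 gave as many genes at an adjusted p under 0.05, which is the smallest number this design allows, and the other 6 splits, which leave some pairs together, gave 0. For a difference of the mock libraries from all others, 3 of the 7 genes, Tlr2, Ccl2 and Tapbp, were also called between pEGFP-N1 and mock, which share only the mock libraries with this comparison. Of the 7 genes called between pEGFP-N1 and mock, 5 were called again with TPM, 6 with the 75th percentile and 5 with quantile normalization. All 7 genes, and all 7 called between pEGFP-N1 and mock, differed from the 3 mock libraries in the same direction in all 9 other libraries. The called genes were picked for a difference from mock, so this holds more often for them by selection, but it also held for 433 of the 10412 tested genes (4.16%), where chance gives 0.909%. For Tlr2, Ccl2 and Tapbp, an effect of BX795 cannot be told apart from a difference of the mock libraries that has no relation to BX795. For Gm40378, Errfi1, Epha2 and Abca1, all 3 libraries labelled BX795 also lay farther from mock than all 3 labelled pEGFP-N1. A difference of the mock libraries alone does not give this. Chance separates these groups for 10% of genes, counting both directions, of which only 1 direction is meant here. That further difference did not pass a test across genes. Between BX795 and pEGFP-N1, 0 genes had an adjusted p under 0.05, with 878 at an unadjusted p under 0.05.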

How the results depend on the processing

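Each comparison counted as a number of genes was recomputed under each alternative that applies to it. The numbers of sets were recomputed under fewer alternatives. These were the replicate block, the estimated correlation, a pseudocount of 0.1, FPKM rescaled to TPM, quantile normalization and each library left out in turn. In 298 of these recomputed counts the number was within 1.5 times the original, and in 12 it was not. Of the 298, 274 were counts of 0 set against an original count of 0, which shows little stability. The numbers of genes raised or lowered in each of the 4 pairwise comparisons, the numbers with a different plasmid effect under BX795, and the number meeting the rule of Figure 4A were 0, and remained 0 with the replicate block and in each of the fits that left out 1 library. The unadjusted counts were 488, 579, 1442 and 166 in the pairwise comparisons and 407 for the difference between plasmid effects. With an adjusted p under 0.05 and 2-fold in place of the thresholds of the methods, the number of genes higher with pEGFP-N1 than in mock moved from 0 to 4 and the number higher with BX795 than in mock from 0 to 3. These genes set the mock libraries apart from all 9 others, and Gm40378 was also higher in the 3 libraries labelled BX795 than in all others. The enrichment of the list of interferon-stimulated genes is given as the number of listed genes among those raised, since no odds ratio can be computed with 0 genes. It was 0 with every alternative, replicate block included, and could be nothing else wherever 0 genes were raised, so it shows no stability. At the looser thresholds it was 0 of the 4 genes raised. The overlap test of Reactome sets was not run because 0 genes passed in the fit and in its alternative. The fit of only the groups compared does not apply to the difference between plasmid effects.

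The camera tests and their alternatives were chosen after seeing the data. With pEGFP-N1 against mock, 6 Reactome sets were higher (7 with the replicate block), 0 with the inter-gene correlation estimated per set, and from 4 to 100 across the fits that each left out 1 library, where the 100 came without pEGFP-N1 replicate 2 and the others gave at most 8. With pEGFP-N1 against BX795 plus pEGFP-N1, 37 sets were higher (38 with the block), 0 with the correlation estimated per set, 18 with FPKM rescaled to TPM, 0 with quantile normalization, and from 0 to 107 across the fits that each left out 1 library. The 107 came without pEGFP-N1 replicate 2, 87 without BX795 plus pEGFP-N1 replicate 1, and the 0 without BX795 plus pEGFP-N1 replicate 3. The cause was not tested.

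Of 8 genes, Oas1g and Oas3 were not tested with the filter on a mean FPKM of at least 5, and the others were followed through all alternatives for single genes. In all, 345 values kept their direction and their side of an adjusted p of 0.05, 2 reversed and 1 crossed the threshold. The change of Cxcl10 with BX795 in transfected cells ranged from -2.76 to 0.09 across the fits that each left out 1 library, and was 0.085 without pEGFP-N1 replicate 1 and 0.03 without pEGFP-N1 replicate 3. The same change ranged from -3.16 to -0.16 for Isg15 and from -4.12 to -0.80 for Ifit1. For Oas1a it ranged from -1.54 to -0.42, and for Oasl1 from -3.81 to -0.31. Over mock, Cxcl10 passed an adjusted p of 0.05 in limma without pEGFP-N1 replicate 2 (log2 fold change 6.53, adjusted p = 0.0460, within a range of 0.0460 to 1 over its alternatives). Isg15 over mock ranged up to 5.53 in the fits that left out 1 library, with adjusted p from 0.0802 to 1 over its alternatives. None of the scalings moved the median of all genes by more than 0.1. With FPKM alone the depth is unknown, which limits statements on Ifnb1 and Oas2 to the listed values.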

Differences from the paper's values

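Figure 4A names about 50 genes, read by eye, that are significantly raised 2-fold or more in S2 over S1, S3 and S4, and 0 of the tested genes met that rule in limma. At an unadjusted p under 0.05 there were 488 genes between S2 and S1, 878 between S2 and S3 and 166 between S2 and S4. All 25 alternatives set before the data were examined gave 0 genes, and none of them closed the gap. Each of them kept the libraries as labelled, so they cannot tell whether the gap comes from the labels. The colours of Figure 4A lay closer to another grouping of the libraries, with a mean squared difference of 0.0375 at best against 0.304 by label. Without any test, 7 of the tested genes had a mean FPKM in S2 of at least 2 times the mean in each other group, and 6 of those are in the figure. With the p-values adjusted over the 44 tested genes of the figure alone and the replicate block in the model, 39 of them passed 0.05 over S1 and 42 over S3, and 0 over S4.

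From RT-qPCR of the samples used for RNA-seq (Figure S6A), another assay than the one analysed here, the paper states that transfection induces interferon β, CXCL10 and ISG15 and that BX795 inhibits them. The FPKM of Isg15 was 152, 1.38 and 129 in the libraries labelled pEGFP-N1 and 144, 3.39 and 5.15 in those labelled BX795 plus pEGFP-N1, and Ifnb1 was at most 0.16 FPKM in any library. Cxcl10 was called over mock in limma only in the fit without pEGFP-N1 replicate 2 (adjusted p = 0.0460, range over its alternatives 0.0460 to 1). The paper states that a large number of genes raised by the plasmid are suppressed by BX795. By label, 0 genes were raised or lowered past the thresholds of its methods in either comparison. The paper set those thresholds for PossionDis, a test of read counts, and here they were applied to limma. The 2 counts are therefore not alike. In transfected cells 0 genes changed with BX795 at a limma adjusted p under 0.05, with 166 at an unadjusted p under 0.05.

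The paper states that virus response categories are the most enriched. No overlap test could be made with 0 genes, and the camera test, chosen after the data were seen, placed interferon gamma signaling first over mock with the preset correlation (adjusted p = 4.85e-07), but 0 sets passed with the estimated correlation, at a smallest adjusted p of 0.377. The list of interferon-stimulated genes was higher over mock with either correlation (79 of 86 genes, camera p = 1.34e-33 with the preset and 0.0114 with the estimated correlation). The paper states that the 3 OAS isoforms were raised by the plasmid and that BX795 suppressed this. Besides RNA-seq, it cites RT-qPCR in human BJ-5ta cells (Figure S6C) and in human T cells (Figure 6G). Those assays and cells are other than the ones analysed here. Oas1a changed by 1.52 over mock (limma adjusted p = 0.970) and Oas3 by 0.47 (limma adjusted p = 1.00). Oas1c changed by 0.60 (limma adjusted p = 0.722), with every pEGFP-N1 library above every mock library (exact permutation test, p = 0.1, the smallest possible). Oas2 was below 0.5 FPKM in all 12 libraries. The changes of Oas1a and Oas3 with BX795 in transfected cells were -0.80 and -0.23 (limma adjusted p = 0.959 for both).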

Other observations

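All tests in this part were chosen after the result they bear on was seen. Within the groups as labelled, interferon-stimulated genes were high in pEGFP-N1 replicates 1 and 3 and in BX795 plus pEGFP-N1 replicate 1, and in the median of the genes of Figure 4A near the mock level in pEGFP-N1 replicate 2 and the other libraries. Single genes were above mock in some of those libraries. Cxcl10 was at 7.86 FPKM in BX795 replicate 1 and at 5.68 and 6.47 FPKM in BX795 plus pEGFP-N1 replicates 2 and 3. It was at 1.58 FPKM in pEGFP-N1 replicate 2 and at 0.90 and 1.85 FPKM in BX795 replicates 2 and 3. In mock it was at most at 0.47 FPKM. A candidate explanation is an exchange of the labels of pEGFP-N1 replicate 2 and BX795 plus pEGFP-N1 replicate 1. It was tested on 200 genes picked for their difference between the 3 libraries labelled mock and the 3 labelled BX795, which by their labels have no plasmid, and lying outside both lists of interferon-related genes, with mock set to 0 and BX795 to 1. On this scale pEGFP-N1 replicate 2 stood at 0.961 and BX795 plus pEGFP-N1 replicate 1 at 0.0918, while pEGFP-N1 replicates 1 and 3 stood at 0.0761 and 0.0662 and BX795 plus pEGFP-N1 replicates 2 and 3 at 1.04 and 0.903. With 50 genes pEGFP-N1 replicate 2 stood at 0.958, and with 1000 genes at 0.998. The exchange predicts these positions. A lack of effect of BX795 in BX795 plus pEGFP-N1 replicate 1 also predicts 0.0918 and cannot be told apart on that value, but it leaves the position of pEGFP-N1 replicate 2 open. A failed transfection of pEGFP-N1 replicate 2 predicts that it lies nearest to mock, and its mean correlation outside the lists was higher with BX795 than with mock by 0.0060. Scaling between libraries does not remove the pattern, since the median of the genes of Figure 4A in pEGFP-N1 replicate 2 was at most 0.071 above mock on the log2 scale under the 3 other scalings. For a heatmap drawn from libraries grouped otherwise than by label, the colours of Figure 4A were set against all 369600 assignments of the 12 libraries to S1 to S4. Of these, 31400 (8.50%) lay closer to the colours than the labels, with a mean squared difference of 0.0375 at best against 0.304. The closest assignment had pEGFP-N1 replicates 1 and 3 and BX795 plus pEGFP-N1 replicate 1 as S2, which is the S2 that the exchange predicts. The partner of pEGFP-N1 replicate 2 in an exchange is less clear, because across genes the library nearest to pEGFP-N1 replicate 2 was BX795 replicate 2 (correlation 0.997) and the library nearest to BX795 replicate 1 was BX795 plus pEGFP-N1 replicate 2 (correlation 0.998). The library nearest to BX795 plus pEGFP-N1 replicate 1 was pEGFP-N1 replicate 3 (correlation 0.997, against at most 0.989 with its own label), as the exchange predicts for it. In Cxcl10, a single gene, pEGFP-N1 replicate 2 was nearer to BX795 replicates 2 and 3 than to BX795 plus pEGFP-N1 replicates 2 and 3. The scale rests on libraries labelled without plasmid, so a position near 1 does not tell whether plasmid was present. Outside the lists, pEGFP-N1 replicate 2 had correlations of 0.9969 and 0.9966 with BX795 replicates 2 and 3. They were 0.9925 with BX795 replicate 1 and 0.9934 with BX795 plus pEGFP-N1 replicate 2. The exchange alone leaves the 2 higher values unexplained. The values of BX795 plus pEGFP-N1 replicate 1 go with an exchange of labels, which remains a hypothesis. The grouping it would give is 1 of the 10 splits of the libraries labelled pEGFP-N1 and BX795 plus pEGFP-N1 that are counted for chance, among the 6 that leave pairs with the same number together, and it was not read out on its own. A biological difference between cultures with the same label was not tested.

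BX795 plus pEGFP-N1 replicate 3 had 76 genes above and 70 genes below all other 11 libraries by more than 0.5 on the log2 scale, and no other library had more than 3. Rpl37rt was at 726 FPKM there and between 8.17 and 22.9 FPKM elsewhere, and Gapdh-ps15 at 8.99 FPKM against 264.5 to 339.8 FPKM. H2-T24, a gene of Figure 4A, was at 15.6 FPKM there and at most 4.53 FPKM in the others. For reads shared between paralogs or pseudogenes, the 122 of these 146 genes with a transcript (83.6%) shared a median of 4.94% of their 31-mers with another gene, against 1.83% over all tested genes, and a share of 0.0003 of 10000 lists matched on expression had a median as high. Of these genes, 25.4% shared at least 20% of their 31-mers with another gene, against 13.2% of all tested genes, so most shared little, and H2-T24 shared 5.53%. Pseudogenes made up 4.11% of them and 0.298% of all tested genes. Lower depth would leave more genes at 0, and 2845 genes were listed at 0 in this library, within the range of 2806 to 3239. The other libraries with the label had at most 3 such genes, but a change shared between libraries lies outside the definition of these genes, so that an effect of the condition cannot be judged from this count. The values suggest that reads of similar genes were divided differently in this library for some of these genes, a hypothesis that the reads would have to settle and that leaves most of the genes unexplained.

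The counts of genes were set against other splits of the same libraries that part as many pairs with the same replicate number. A count of 0 is reached by any split, so the numbers for the thresholds of the methods (4 of 4 in each of the 4 pairwise comparisons), for the difference between plasmid effects (16 of 16, with at most 3 genes) and for the rule of Figure 4A (64 of 64) carry no information on chance. The unadjusted counts beside these zeros were 488, 579, 1442, 166 and 407 genes. For pEGFP-N1 and mock, the 4 genes at an adjusted p under 0.05 and 2-fold and the 7 genes of any size were reached by 1 of 4 splits, the real one. For BX795 and mock, the 3 genes at a 2-fold change were reached by 1 of 4 splits as well. For the sets tested by camera with the preset correlation, the 19 sets between pEGFP-N1 and mock were reached by 3 of 4 splits, and the 54 sets between pEGFP-N1 and BX795 plus pEGFP-N1 by 3 of 4. With 4 splits, none of these shares can be below 0.05. The 6 splits that leave pairs together differed most for BX795 plus pEGFP-N1 and pEGFP-N1, where they reached up to 24 genes at the thresholds of the methods, 108 genes at an adjusted p under 0.05 and 2-fold, and 3383 genes at an adjusted p under 0.05, against 0 in the split by label.

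Between pEGFP-N1 and mock, as labelled, the genes of the pathway reported here changed little. Sting1 was at a mean of 5.79 FPKM in mock, 4.70 with pEGFP-N1, 4.73 with BX795 and 3.97 with BX795 plus pEGFP-N1. All libraries with BX795 were below all mock libraries for Sting1. So were pEGFP-N1 replicates 1 and 3 at 4.48 and 3.75 FPKM, while replicate 2 was at 5.86 FPKM. Its change for BX795 over mock did not pass in limma (log2 fold change -0.24, adjusted p = 0.394). Over mock, the log2 fold change with pEGFP-N1 was -0.01 for Cgas, -0.27 for Sting1, -0.12 for Tbk1, 0.01 for Mavs, 0.02 for Eif2ak2 (which encodes PKR) and -0.03 for Ifnar1, with a limma adjusted p of 1.00 for each. With BX795 in cells without plasmid, the camera test placed cholesterol biosynthesis first, with 21 genes higher than in mock as a set (adjusted p = 2.15e-05 with the preset correlation), among 17 higher and 41 lower sets (17 and 47 with the replicate block). With the correlation estimated per set, 0 sets passed and the smallest adjusted p was 0.796.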
